# Supplemental magnolol or honokiol attenuates adverse effects in broilers infected with *Salmonella pullorum* by modulating mucosal gene expression and the gut microbiota

**DOI:** 10.1186/s40104-021-00611-0

**Published:** 2021-08-09

**Authors:** Fang Chen, Hao Zhang, Encun Du, Qiwen Fan, Na Zhao, Feng Jin, Wei Zhang, Wanzheng Guo, Shaowen Huang, Jintao Wei

**Keywords:** Broiler, Gut microbiota, Honokiol, Immune, Magnolol, *Salmonella pullorum*

## Abstract

**Background:**

*Salmonella pullorum* is one of the most harmful pathogens to avian species. Magnolol and honokiol, natural compounds extracted from *Magnolia officinalis*, exerts anti-inflammatory, anti-oxidant and antibacterial activities. This study was conducted to evaluate the effects of dietary supplemental magnolol and honokiol in broilers infected with *S. pullorum*. A total of 360 one-day-old broilers were selected and randomly divided into four groups with six replicates: the negative control group (CTL), *S. pullorum*-infected group (SP), and the *S. pullorum*-infected group supplemented with 300 mg/kg honokiol (SPH) or magnolol (SPM).

**Results:**

The results showed that challenging with *S. pullorum* impaired growth performance in broilers, as indicated by the observed decreases in body weight (*P* < 0.05) and average daily gains (*P* < 0.05), along with increased spleen (*P* < 0.01) and bursa of Fabricus weights (*P* < 0.05), serum globulin contents, and the decreased intestine villus height and villus/crypt ratios (*P* < 0.05). Notably, supplemental magnolol and honokiol attenuated these adverse changes, and the effects of magnolol were better than those of honokiol. Therefore, we performed RNA-Seq in ileum tissues and 16S rRNA gene sequencing of ileum bacteria. Our analysis revealed that magnolol increased the α-diversity (observed species, Chao1, ACE, and PD whole tree) and β-diversity of the ileum bacteria (*P* < 0.05). In addition, magnolol supplementation increased the abundance of *Lactobacillus* (*P* < 0.01) and decreased unidentified *Cyanobacteria* (*P* < 0.05) both at d 14 and d 21. Further study confirmed that differentially expressed genes induced by magnolol and honokiol supplementation enriched in cytokine-cytokine receptor interactions, in the intestinal immune network for IgA production, and in the cell adhesion molecule pathways.

**Conclusions:**

Supplemental magnolol and honokiol alleviated *S. pullorum-*induced impairments in growth performance, and the effect of magnolol was better than that of honokiol, which could be partially due to magnolol’s ability to improve the intestinal microbial and mucosal barrier.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40104-021-00611-0.

## Background

*Salmonella pullorum* is one of the most harmful pathogens in poultry, leading to high economic losses in developing countries because of its extensive transmission routes [1]. *S. pullorum* can cause intestinal injury, acute systemic disease, compromised production performance, and high mortality in young chickens [2]. In the past several decades, antibiotics have been used for the prevention and treatment of pathogenic infections. However, with the widespread use of antibiotics in livestock production, antibiotic resistance is a growing threat to food safety and public health [3]. Therefore, safe and effective alternative treatment strategies are necessary.

In recent years, plant extracts have been used as potential approaches to protect poultry against bacterial challenges [4, 5]. Magnolol and its isomer honokiol are the main phenolic substances extracted from the root and bark of *Magnolia officinalis*. Magnolol and honokiol are involved in anti-inflammatory, antioxidant, and antibacterial physiological activities [6], and metabolic regulation [7]. In addition, many studies have shown that magnolol and honokiol are highly safe for oral intake [8]. A previous study showed that magnolol could increase the growth performance and improve the meat quality of ducks [9]. Therefore, magnolol and honokiol may be an alternative strategy for the prevention and treatment of pathogenic bacterial infections. Although magnolol and honokiol are isomers of each other, remarkably, there are certain differences in some of their biological functions [10]. However, there is little information about the effects of dietary supplementation with magnolol and honokiol in chicks and whether their effects are different.

The avian intestinal tract provides a biological environment for nutrient digestion and absorption, and plays a crucial role in protecting against pathogens and toxins. Additionally, the intestinal microbiota plays a pivotal role in nutrient delivery and the maintenance of multiple physiological processes related to host health. However, it is not clear whether magnolol and honokiol supplementation can moderate the gut microbial and mucosal barriers. Hence, the present study was performed to evaluate the effects of dietary magnolol and honokiol supplementation on the growth performance and intestinal health of chicks challenged with *S. pullorum.*

## Methods

### Experimental animals and diet

A total of 360 one-day-old Arbor Acres (AA) broilers were randomly assigned to four dietary treatments, with six replicates of 15 chicks. The four treatments were designed as follows: (1) the negative control group with a basal diet, free of any challenges (CTL); (2) the *S. pullorum-*challenged control group (SP); (3) chicks that received a basal diet supplemented with 300 mg/kg honokiol and treated with *S. pullorum* (SPH); and (4) chicks that received a diet supplemented with 300 mg/kg magnolol and treated with *S. pullorum* (SPM). The basal diet was a standard maize/soybean meal diet (Additional file 1). The chicks of each replicate were housed in wire cages (100 cm × 70 cm × 60 cm) in an environmentally controlled house. The CTL group and *S. pullorum* challenge group cages were kept at a certain distance and reared separately to prevent infection. The trial lasted for 21 d.

### Oral challenge and performance

The frozen *S. pullorum* stain (C79–3) was thawed and cultured in Luria-Bertani (LB) broth to activate for three times (37 °C, 16 h). After activating bacteria, expanding propagating and centrifugation, *S. pullorum* was resuspended in sterilized PBS and counted by plate cultivation. Chicks in the SP, SPH, and SPM groups were orally treated with a 0.5 mL (4 × 10^8^ CFU/mL) *S. pullorum* solution at 5 days of age, while chicks in the CTL group received the same amount of sterilized PBS at the same age.

### Sample collection

The supplied and residual feed intakes of each replicate were recorded weekly to calculate the feed conversion ratio (FCR) and average daily feed intake (ADFI). Body weight (BW) and average daily gain (ADG) were measured on days 14 and d 21. At 14 and 21 days of age, one chick from each replicate was randomly selected to be weighed and slaughtered by jugular exsanguination after a 12-h fasting period. The weights of the liver, spleen, and bursa of Fabricus were recorded. Blood samples were collected and centrifuged to separate the serum samples. A 1-cm long section from the distal parts of the jejunum and ileum was collected and fixed in a 10% neutral buffered formalin solution for the histological studies. The tissue and content samples of the ileum were collected and frozen in liquid nitrogen until their use.

### Analyses of serum biochemical indices

Total protein (TP), albumin, globulin, aspartate aminotransferase (AST), alanine aminotransferase (ALT), alkaline phosphatase (ALP), and triglyceride were determined using a colorimetric method (UV-2550, Shimadzu, Japan) with the aid of a commercial kit (Nanjing Jiancheng Institute of Bioengineering, Jiangsu, China).

### Histological studies

After being fixed in the formalin solution for 24 h, the intestinal tissues were embedded in paraffin and sectioned. The sections were then stained with hematoxylin and eosin (HE). Eight complete intestinal villi of each slice were randomly selected to measure the villus height, crypt depth, and thickness of the intestinal muscularis using a micro-image processing system (Shineso, Hangzhou, China).

### 16S rDNA gene sequencing of the ileum microbiome

The microbial genomic DNA extraction from the cecal content samples was carried out using the hexadecyltrimethylammonium bromide (CTAB) method. Using genomic DNA with the required purity and concentration as templates, the V3 and V4 hypervariable regions of the microbial 16S rDNA gene were amplified using primers 341F (5′-CCTACGGGRBGCASCAG-3′) and 806R (5′- GGACTACNNGGGTATCTAAT-3′). The indexed adapters were added to the ends of the 16S rDNA amplicons to generate indexed libraries ready for sequencing on an Illumina NovaSeq 6000 platform (Illumina, San Diego, USA) performed by Novogene Co., Ltd. (Beijing, China). The obtained clean sequences were aligned into operational taxonomic units (OTUs) with a 97% similarity. A species annotation analysis was carried out against the OUTs using the SSUrRNA database of Silva 123 (http://www.arb-silva.de/) and threshold value set as 0.8 ~ 1. Alpha diversity, including observed species, Shannon, Simpson, Chao1, abundance coverage-based estimator (ACE) and PD whole tree, and beta diversity were analyzed using QIIME (Version 1.9.1) [11]. Principal Co-ordinates Analysis (PCoA) plots were generated according to the unweighted Unifrac distance metrics. Differences between groups were analyzed using the Wilcoxon test. Microbial predictive functional profiles generated from 16S rRNA marker gene sequences using Tax4Fun [12] based on KEGG ortholog prediction according to the KEGG pathway database and analyzed using the t-test.

### RNA-Seq analysis of the ileum

Total RNA was isolated from the ileum using the TRIzol reagent (Invitrogen, United States). The purity of the total RNA was analyzed using a NanoPhotometer spectrophotometer (IMPLEN, CA, USA). RNA integrity was assessed using the Bioanalyzer 2100 system (Agilent, CA, USA). The cDNA library was constructed using the NEBNext UltraTM RNA Library Prep Kit for Illumina. The library preparations were sequenced on an Illumina NovaSeq 6000 platform (Illumina, San Diego, USA) performed by Novogene Co., Ltd. (Beijing, China). Clean reads were obtained by removing reads containing adapters and mapping them to the reference genome. Differential expression analysis was performed using the DESeq2 R package (1.16.1). Genes with an adjusted *P*-value < 0.05, and log_2_ (fold-change) > 0.5, or log_2_ (fold-change) < − 0.5 as determined by DESeq2 were considered differentially expressed. A KEGG enrichment analysis of differentially expressed genes was performed using the clusterProfiler R package (3.4.4).

To confirm the RNA-Seq results, we selected seven differentially expressed genes (DEGs) including spermidine-spermine acetyltransferase 1 (*SAT1*, accession: NM_204186), alkaline sphingomyelinase (*ENPP7*, accession: XM_015295596), chemokine ligand 19 (*CCL19*, accession: NM_001302168), chemokine receptor 7 (*CCR7*, accession: NM_001198752), joining chain of multimeric IgA and IgM (*JCHAIN*, accession: NM_204263), claudin 1(*CLDN1*, accession: NM_001013611.2), claudin 5 (*CLDN5* accession: NM_204201.1) for confirmation using qRT-PCR, which was performed using TB Green Premix Ex Taq II (Takara, Dalian, China) by LightCycler 96 PCR (Roche, Mannheim, Germany). The primers used are shown in Additional file 2. The relative quantification of the gene expression was determined using 2^-∆∆Ct^ normalizing to β-actin.

### Statistical analysis

Experimental data on growth performance, immune organ index, serum biochemical index, intestinal histomorphology, and the relative quantification of genes were detected using one-way ANOVA followed by Duncan’s multiple comparison tests using SPSS software (version 20.0; IBM Inc., NY, USA). Differences were considered significantly at *P* < 0.05 while 0.05 < *P* < 0.10 was considered a trend towards significance.

## Results

### Growth performance

The effects of magnolol and honokiol on the growth performance of broilers challenged with *S. pullorum* are shown in Table 1. *S. pullorum* infection significantly decreased the broilers’ average weight and ADG at 14 d (*P* < 0.01), and tended to decrease at 21 d (*P* < 0.1). Magnolol supplementation increased their average weight and ADG at 14 d (*P* < 0.01). In addition, the SP group had a higher FCR on d 1 to 21 compared to the other three groups.

**Table 1:** Effects of magnolol and honokil on growth performance of broilers infected with *S. pullorum*

	CTL	SP	SPH	SPM	SEM	*P*-value
BW (14 d), g	379.80^a^	343.07^c^	357.04^bc^	366.98^ab^	4.33	< 0.01
FCR (1–14 d)	1.51	1.56	1.51	1.49	0.02	0.79
ADG (1–14 d), g	23.80^a^	21.17^c^	22.17^bc^	22.88^ab^	0.31	< 0.01
ADFI (1–14 d), g	36.05	33.43	33.32	34.16	0.49	0.15
BW (21 d), g	694.74^a^	636.84^b^	676.18^ab^	678.56^ab^	7.80	0.07
FCR (1–21 d)	1.51^a^	1.67^b^	1.53^a^	1.51^a^	0.02	0.02
ADG (1–21 d), g	31.08^a^	28.33^b^	30.20^ab^	30.31^ab^	0.37	0.07
ADFI (1–21 d), g	46.84	47.34	46.25	45.91	0.62	0.89

*BW* body weight, *FCR* feed conversion, *ADG* average daily gain, *ADFI* average daily feed intake. All values are expressed as the means (*n* = 6). Means not sharing a common superscript letter within the same row differ significantly (*P* < 0.05)

### Immune organ index

The effects of magnolol and honokiol on the immune organ index of the broilers that were challenged with *S. pullorum* are shown in Table 2. At d 14, *S. pullorum* infection and the supplementation of honokiol and magnolol had no effects on liver weight or liver index (*P* > 0.1). The SP group showed an increased spleen weight, spleen index (*P* < 0.01), and bursa of Fabricius weight (*P* < 0.05) compared to the other three groups. The bursa of Fabricius index in the CTL and SPH groups was lower than that in the SP group (*P* < 0.05). At d 21, the above indices were not significantly different among the four groups (*P* > 0.1).

**Table 2:** Effects of magnolol and honokil on immune organ index of broilers infected with *S. pullorum*

	CTL	SP	SPH	SPM	SEM	*P*-value
d 14						
Liver weight, g	13.14	13.09	12.37	12.78	0.20	0.52
Liver index	3.44	3.57	3.49	3.61	0.05	0.71
Spleen weight, g	0.32^b^	0.47^a^	0.30^b^	0.36^b^	0.02	< 0.01
Spleen index	0.08^b^	0.13^a^	0.08^b^	0.10^b^	0.005	< 0.01
Bursa of Fabricus weight, g	0.77^b^	0.99^a^	0.77^b^	0.83^b^	0.03	0.03
Bursa of Fabricus index	0.20^b^	0.27^a^	0.22^b^	0.23^ab^	0.01	0.02
d 21						
Liver weight, g	25.06	25.77	23.15	22.77	0.69	0.40
Liver index	3.66	3.79	3.48	3.30	0.10	0.34
Spleen weight, g	0.52	0.83	0.77	0.73	0.06	0.23
Spleen index	0.08	0.12	0.12	0.11	0.01	0.27
Bursa of Fabricus weight, g	1.70	1.94	1.70	1.54	0.07	0.35
Bursa of Fabricus index	0.25	0.29	0.25	0.22	0.01	0.34

All values are expressed as the means (*n* = 6). Means not sharing a common superscript letter within the same row differ significantly (*P* < 0.05)

### Serum biochemical index

The effects of magnolol and honokiol on the serum biochemical indices of the broilers challenged with *S. pullorum* are shown in Table 3. *S. pullorum* infection and the supplementation of honokiol and magnolol had no effects on the levels of albumin / globulin (A/G), AST, ALT, and triglyceride at the two time points (*P* > 0.1). Compared to the SP group, the CTL and SPM group had lower levels of TP and globulin (*P* < 0.05) at d 14. The SPH group tended to have an increased level of albumin at d 21 (*P* = 0.08).

**Table 3:** Effects of magnolol and honokil on serum biochemical index of broilers infected with *S. pullorum*

	C	SP	SPH	SPM	SEM	*P-*values
d 14						
TP, g/L	2.17^b^	2.54^a^	2.43^ab^	2.20^b^	0.05	0.03
Albumin, g/L	1.31	1.45	1.37	1.30	0.03	0.30
Globulin, g/L	0.86^b^	1.09^a^	1.06^a^	0.90^b^	0.03	0.02
A/G	1.52	1.33	1.31	1.45	0.04	0.22
AST, U/L	52.20	56.40	55.00	46.33	3.84	0.81
ALT, U/L	4.00	4.17	4.83	3.83	0.30	0.69
ALP, U/L	8,941.00	7,208.20	6,935.00	9,709.67	640.06	0.40
Triglyceride, mg/L	86.59	95.81	93.19	66.82	6.68	0.43
d 21						
TP, g/L	2.40	2.37	2.51	2.31	0.04	0.33
Albumin, g/L	1.36	1.37	1.48	1.36	0.2	0.08
Globulin, g/L	1.04	1.01	1.03	0.95	0.03	0.67
A/G	1.34	1.36	1.45	1.43	0.03	0.51
AST, U/L	31.00	56.83	63.83	58.75	6.82	0.31
ALT, U/L	3.33	4.50	5.00	3.80	0.34	0.33
ALP, U/L	9,229.40	7,340.75	9,136.40	8,072.40	602.77	0.70
Triglyceride, mg/L	57.98	52.62	54.01	54.87	3.49	0.96

*TP* total protein, *A/G* albumin/ globulin, *AST* aspartate aminotransferase, *ALT* alanine aminotransferase, *ALP* alkaline phosphatase; All values are expressed as the means (*n* = 6). Means not sharing a common superscript letter within the same row differ significantly (*P* < 0.05)

### Intestinal histomorphology

The effects of magnolol and honokiol on the intestinal histomorphology of the broilers challenged with *S. pullorum* are shown in Table 4. At d 14, the villus height of the SP group was lower than that of the SPH and SPM groups (*P* < 0.05), while the SP group showed the lowest V/C in the jejunum and ileum (*P* < 0.01). At day 21, the jejunum villus height of the SP group was lower than that of the CTL and SPM groups (*P* < 0.05), while the ileum villus height of the SPM group was higher than that in the SP and SPH groups (*P* < 0.05). In addition, the SPM group had the highest V/C values compared to the other groups (*P* < 0.01). *S. pullorum* infection and the supplementation of honokiol and magnolol had no effect on the crypt depth and the thickness of the intestinal wall at d 14 and d 21 (*P* > 0.1).

**Table 4:** Effects of magnolol and honokil on intestinal histomorphology of broilers infected with *S. pullorum*

	C	SP	SPH	SPM	SEM	*P-*values
d 14						
Jejunum						
Villus height, μm	1,226.63^ab^	1,031.56^b^	1,295.84^a^	1,255.41^a^	36.52	0.03
Crypt depth, μm	220.89	250.00	202.88	202.26	8.32	0.34
intestinal wall thickness, μm	373.46	347.48	374.85	329.44	17.12	0.72
Villus/Crypt	5.78^a^	4.24^b^	6.60^a^	6.34^a^	0.26	< 0.01
Ileum						
Villus height, μm	669.53^ab^	573.94^b^	728.16^a^	744.77^a^	22.06	0.02
Crypt depth, μm	153.39	152.81	124.64	145.03	5.79	0.36
intestinal wall thickness, μm	270.83	238.03	200.1	244.3	15.23	0.51
Villus/Crypt	4.58^b^	3.92^bc^	6.00^a^	5.28^ab^	0.20	< 0.01
d 21						
Jejunum						
Villus height, μm	1,219.2^a^	994^b^	1,143.29^ab^	1,291.89^a^	41.14	0.05
Crypt depth, μm	249.85	201.54	224.2	223.24	9.93	0.38
intestinal wall thickness, μm	347.85	278.86	263.02	314.14	14.38	0.17
Villus/Crypt	4.99	4.99	5.45	6.32	0.34	0.42
Ileum						
Villus height, μm	770.11^ab^	643.84^b^	736.32^b^	900.72^a^	32.25	0.03
Crypt depth, μm	153.75	143.64	155.27	149.78	6.28	0.94
intestinal wall thickness, μm	280.56	248.89	265.04	247.79	11.58	0.75
Villus/Crypt	5.18^b^	4.66^b^	4.92^b^	6.11^a^	0.15	< 0.01

All values are expressed as the means (*n* = 6). Means not sharing a common superscript letter within the same row differ significantly (*P* < 0.05)

### Microbial composition of the ileum

The α-diversity, including observed species, Shannon, Simpson, Chao1, ACE, and PD whole tree index of ileal microbiota is shown in Fig. 1. At d 14, the observed species, Shannon, and Chao1 estimators of the ileal microbiota in the chicks from the SPH group were lower than those in the CTL group. Compared to the CTL group, the PD whole tree index of microbiota decreased in the SP group (*P* < 0.05). Decreased ACE occurred in all three *S. pullorum-*infected groups. At d 21, SPM group had high level of the number of observed species, and the indices of Chao1, ACE, and PD whole tree compared to the SP group (*P* < 0.05).

**Fig. 1:**
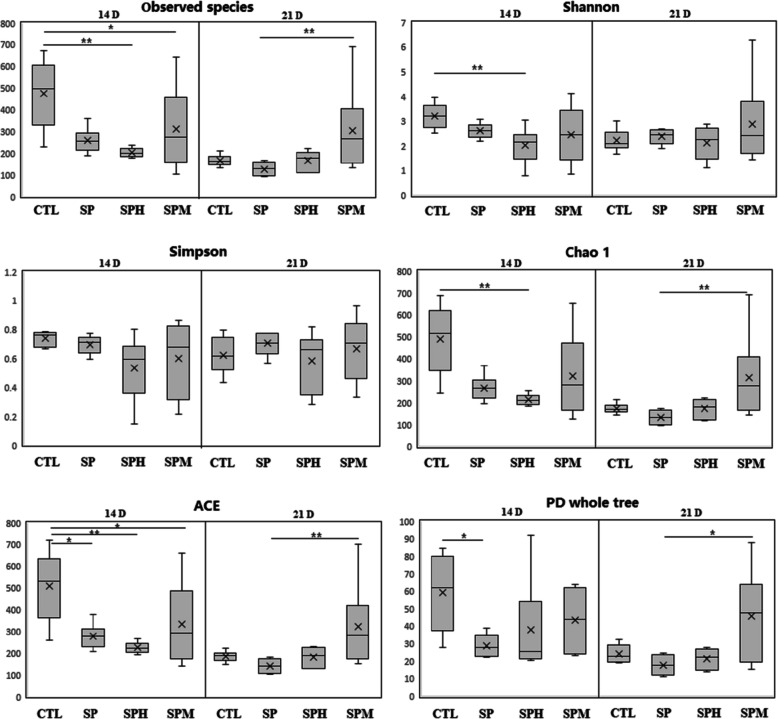
Alpha diversity of the ileum microbiota of briolers. * means *P* < 0.05; ** means *P* < 0.01. Box plots show means and quartiles (*n* = 6)

The β-diversity is shown in Fig. 2. The PCoA and boxplot of the β-diversity index based on unweighted UniFrac were performed to evaluate the differences in ileal microbial community structure among the four groups. At d 14, the PCoA plot of SPM was separated from the SP group. In addition, the β-diversity index of the SP group was significantly lower than that of the other groups (*P* < 0.01). At d 21, the PCoA plot showed that the ileal microbial community of the SPM group showed a trend of separation with the CTL and SPH groups. The β-diversity index of the SPM group was higher than that of the other groups (*P* < 0.001). In addition, this index was higher in the CTL group than in the SP group (*P* < 0.05).

**Fig. 2:**
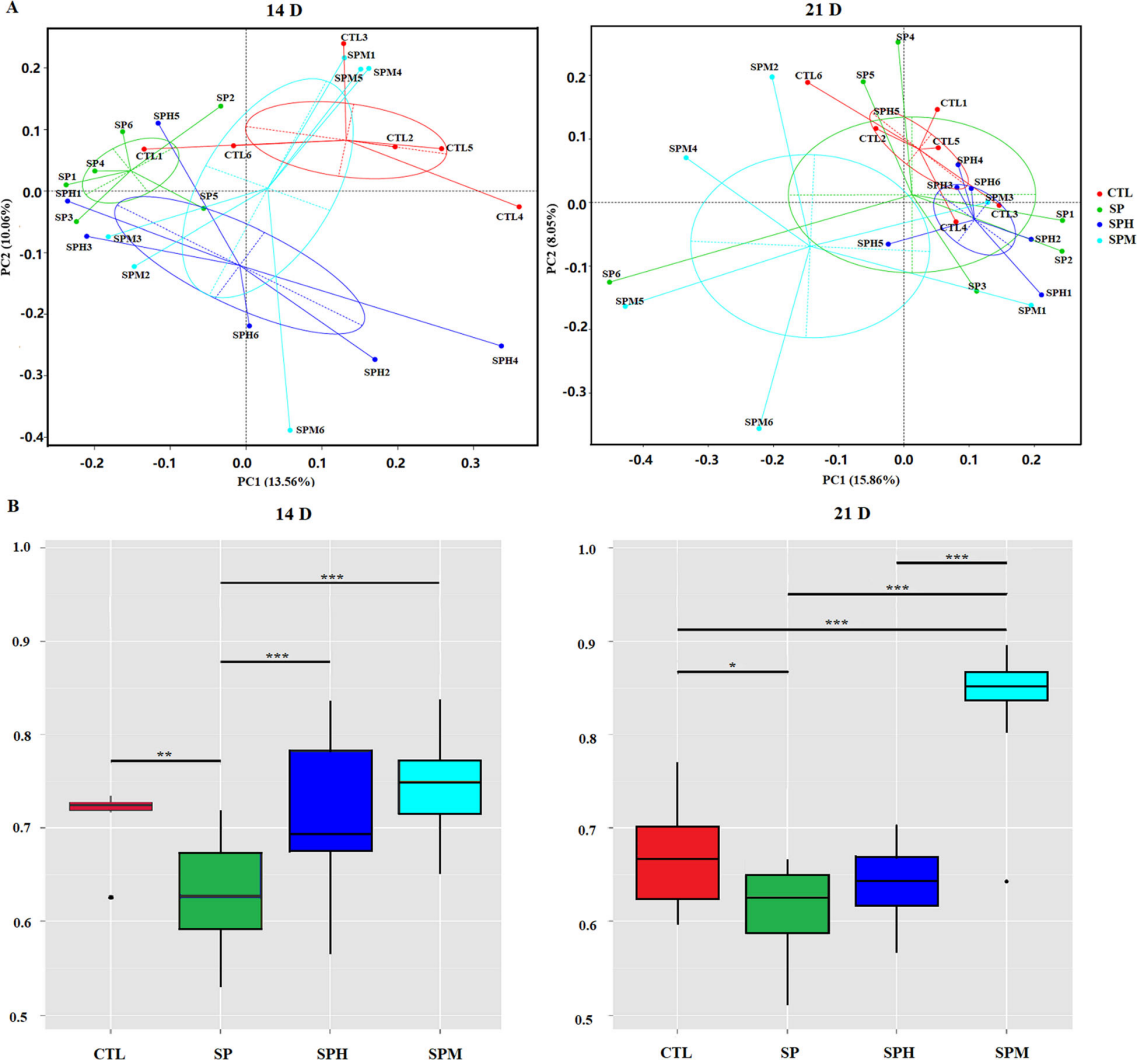
Beta diversity of the ileum microbiota of briolers. **A** Principal co-ordinates analysis (PCoA) plot of ileum microbiota according to the unweighted Unifrac distance metrics. **B** Beta diversity index of the ileum microbiota of briolers. Box plots show means and quartiles (*n* = 6); * means *P* < 0.05; ** means *P* < 0.01; *** means < 0.001

At the phylum level (Fig. 3A, B, C), Firmicutes was the most dominant phylum in the ileum microbiota of 14-day-old and 21-day-old chickens, followed by Cyanobacteria. The relative abundance of Firmicutes was increased in the SPM group at 14 d (*P* < 0.05) and in the SPH and SPM groups at 21 d compared to the CTL group (*P* < 0.05). Meanwhile, the relative abundance of Cyanobacteria was decreased in the SPM group at 14 d (*P* < 0.05) and in all treatment groups at 21 d compared to the CTL group. In addition, the SP and SPH groups had a lower percentage of Bacteroidetes than the SPM group (*P* < 0.05). At the genus level (Fig. 3D, E), *Lactobacillus*, unidentified *Cyanobacteria*, *Streptococcus*, *Candidatus, Arthromitus*, and *Enterococcus* were the dominant bacteria in the ileum. At 14 d, magnolol supplementation increased the relative abundance of *Lactobacillus* (*P* < 0.01) compared to the CTL and SP groups, and decreased the abundance of unidentified *Cyanobacteria* (*P* < 0.05) compared to the CTL group. The relative abundance of unidentified *Enterobacteriaceae* in the SPM group was higher than in the SP group (*P* < 0.05). Honokiol supplementation increased the abundance of *Romboutsia* compared to the CTL and SP groups (*P* < 0.05), and there was a decreased amount of *Bacteroides* (*P* < 0.05) and *Streptococcus* (*P* < 0.01) compared to the CTL group. Both magnolol and honokiol decreased the abundance of *Pseudomonas* compared to the SP group (*P* < 0.01). At 21 d, magnolol supplementation increased the abundance of *Lactobacillus* compared to the CTL and SP groups, and decreased the abundance of *Streptococcus* compared to the SP group. Both magnolol and honokiol had a lower abundance of unidentified *Cyanobacteria* and *Romboutsia* than the CTL group.

**Fig. 3:**
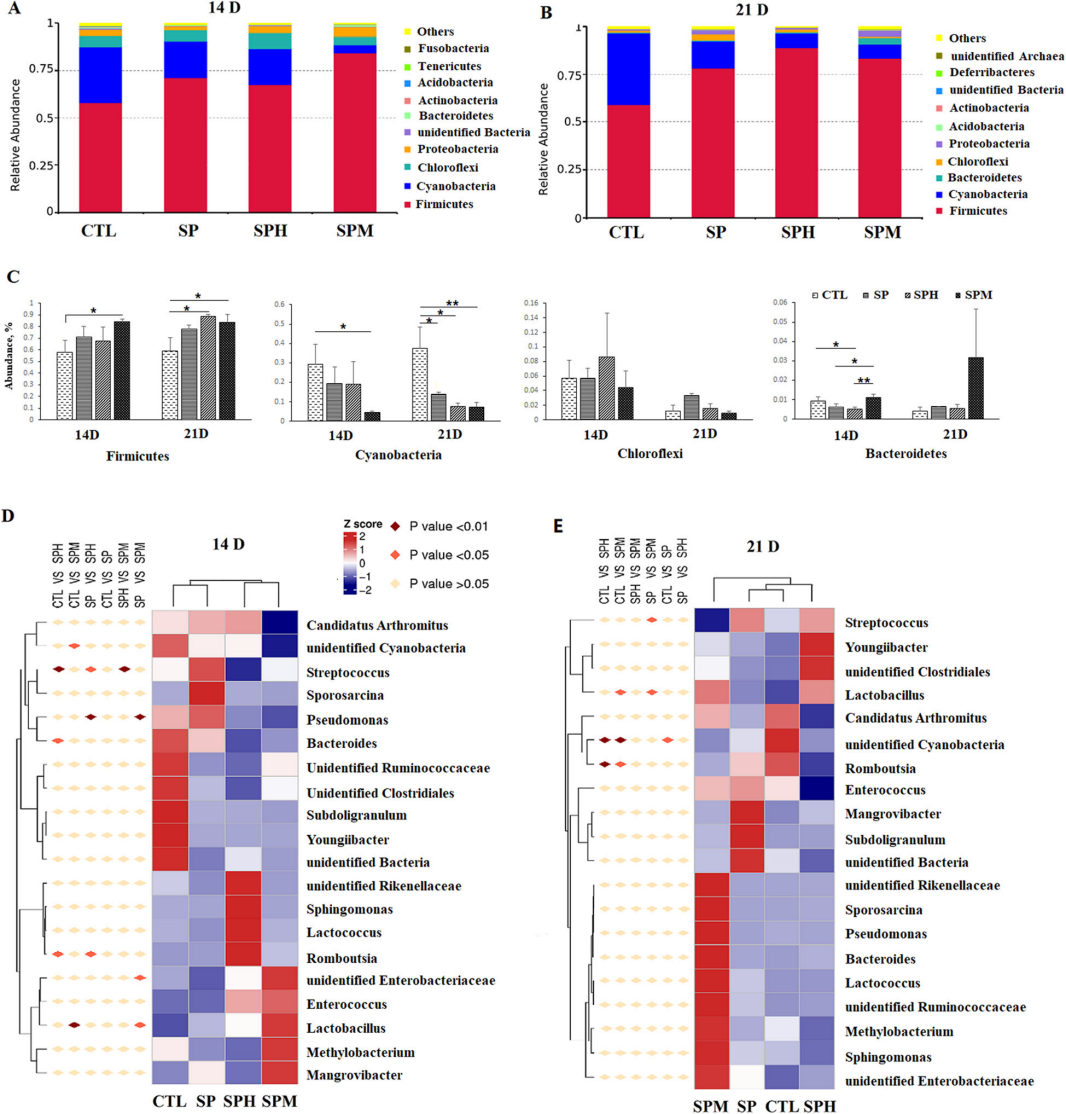
Ileum microbiota composition of briolers. **A** Gut microbiota composition of 14-day-old brioler at the phylum level. **B** Gut microbiota composition of 21-day-old brioler at the phylum level. **C** Different microbes at the phylum level. All values are expressed as the means ± SD (*n* = 6); * means *P* < 0.05; ** means *P* < 0.01; * means *P* < 0.05; ** means *P* < 0.01; **D** Different microbes at the genus level

The changes in the presumptive functions of the ileum microbiota are shown in Fig. 4. At the second level of the KEGG pathways (Fig. 4A), the predictive functional profiles of the 16S rRNA marker genes from the ileum microbiota of the SP and SPH groups were classified into the same cluster, with the SPM group separated into one cluster with the other three groups at two time points. At the three level of the KEGG pathways (Fig. 4B), pathways related to pantothenate and CoA biosynthesis, valine, aspartate, and glutamate metabolism, and C5-Branched dibasic acid metabolism were decreased in the SP group compared to the CTL group at d 14 (*P* < 0.01). Conversely, pathways related to valine, leucine, and isoleucine biosynthesis metabolism, C5-Branched dibasic acid metabolism, and biosynthesis of ansamycins were higher in the SPM group than in the SP group at d 14 (*P* < 0.01). Compared to honokiol, magnolol could increase the number of microbial genes involved in propanoate metabolism, valine, aspartate, and glutamate metabolism, fatty acid and lysine degradation, tryptophan metabolism, ascorbate and aldarate metabolism, and inositol phosphate metabolism, and decreased the number of microbial genes involved in alanine, aspartate, and glutamate metabolism at d 14 (*P* < 0.01).

**Fig. 4:**
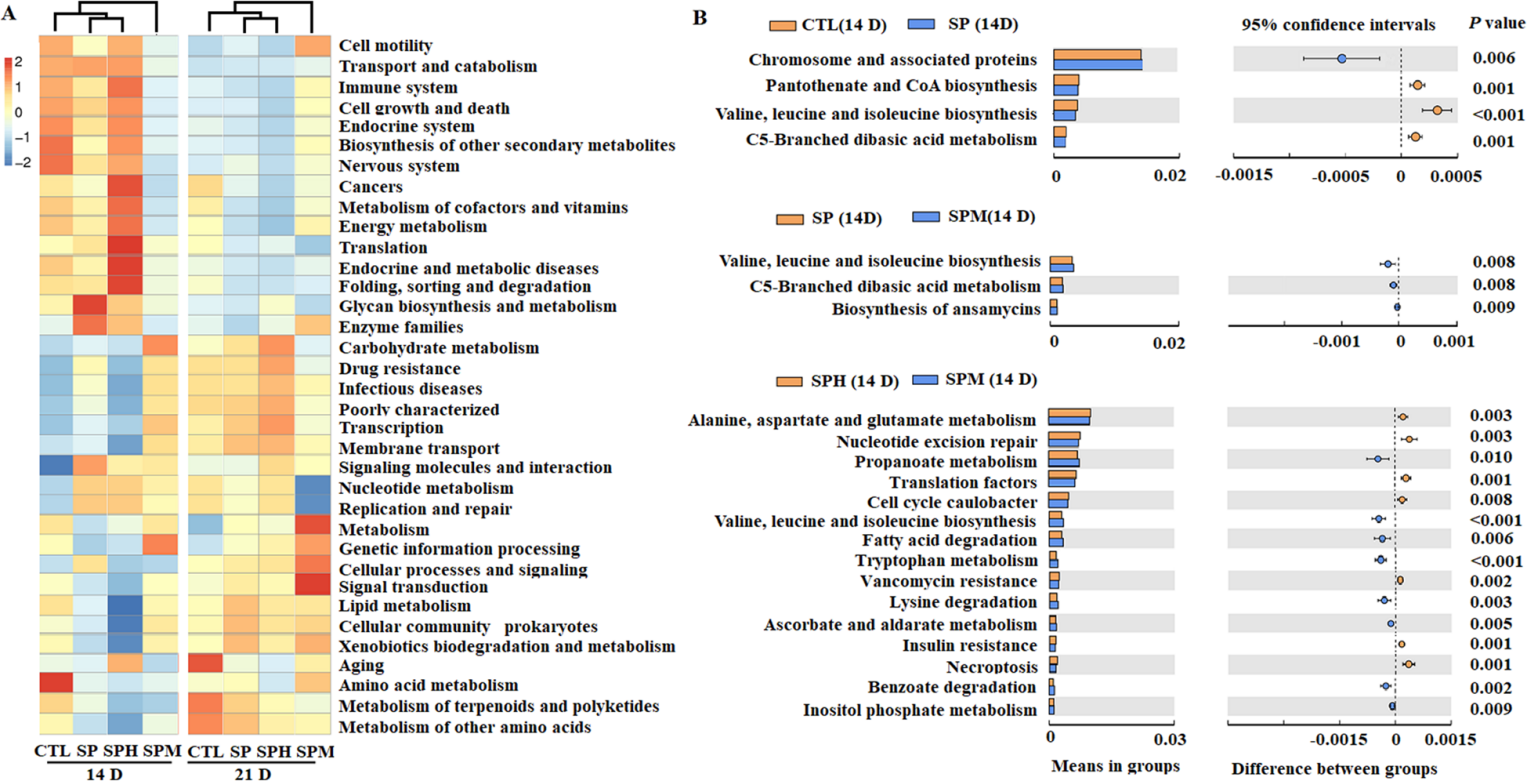
Predictive functional profiles of the ileum microbiota of briolers. **A** Predictive functional profiles at second level pathways. The top 35 pathways were list. **B** Predictive functional profiles at second level pathways. The pathways were list when *P* < 0.01

### Gene expression of the ileum

In the present study, we assessed the impact of magnolol and honokiol on ileum gene expression in broilers infected with Salmonella pullorum on d 14. 

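Ileum RNA of 24 broilers aged 14 d was sequenced, with 6 birds in each of 4 groups. The CTL birds ate the basal diet and were not challenged, but were given 0.5 mL of sterilized PBS on d 5. The SP birds ate the same diet and were given 0.5 mL of S. pullorum suspended in PBS on that day. The SPH and SPM birds were challenged in the same way on diets with 300 mg/kg of honokiol or magnolol, a pair of phenolic compounds of magnolia bark. The methods state that the cages of the CTL group and of the challenged groups were kept apart, so an effect of the place of rearing and an effect of the challenge cannot be told apart. The methods name a NEBNext Ultra library kit for Illumina sequencing, while the sample labels name an Illumina TruSeq kit. The labels give ileum as the tissue, but their protocol speaks of retinas and their source of ileum flora. The values were taken as those of ileum tissue, in which the gut genes APOA1, FABP1 and CLCA1 had a mean FPKM of 5146, 3943 and 1627 over the 24 birds. The authors deposited 1 FPKM value (fragments mapped to a gene, divided by its length and by the depth of the library) for each of 25339 genes in each bird, with the gene's position and length. Of these genes, 24356 carry an Ensembl identifier and the others are loci without one. The aligner, the counting program and the genome build are not given in the sources used here, and chromosome positions are those of the authors' table.
Multiplied by gene length, all 440917 values above 0 were whole multiples of 1 step per bird, within 0.001 reads, so the number of reads on each gene could be recovered. Reads on genes ranged from 14393822 to 19435410 per bird. The median was 15566381 in the CTL group (14393822 to 19380795), 17150014 in SP (14861134 to 19300455), 16410525.5 in SPH (15307157 to 17450920) and 15738177.5 in SPM (15241268 to 19435410). Between 17997 and 18882 genes had reads in each bird, and the 10 most abundant genes took 6.13% to 7.95% of the reads. The factor by which the authors scaled each bird differed from a median-of-ratios size factor, recomputed over 15458 genes, by at most 4.25e-07%. Differences between groups were tested with limma on log2(FPKM + 0.1) for the 17288 genes with a mean FPKM of at least 0.1, in 1 fit of all 24 birds. Fold changes are therefore on the log2(FPKM + 0.1) scale, which understates the change of genes with low values. A gene was counted as a DEG at the limits of the methods, a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 0.5 or below -0.5, and each contrast is the first-named group minus the second.
In 16 birds the summed FPKM of the genes on the W chromosome, which only female chickens carry, was 512 to 633, and in the other 8 birds it was at most 3.26. Of the 6 birds per group, 6 in CTL, 3 in SP, 3 in SPH and 4 in SPM had W transcripts. The first principal component of the log2 values held 13.2% of the variance and separated the 16 birds with W transcripts (0.48 to 35.9) from the 8 without them (-47.1 to -23.5). The second component held 10.4%. The paper's text gives no sex of the birds.

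**Figure D1:**
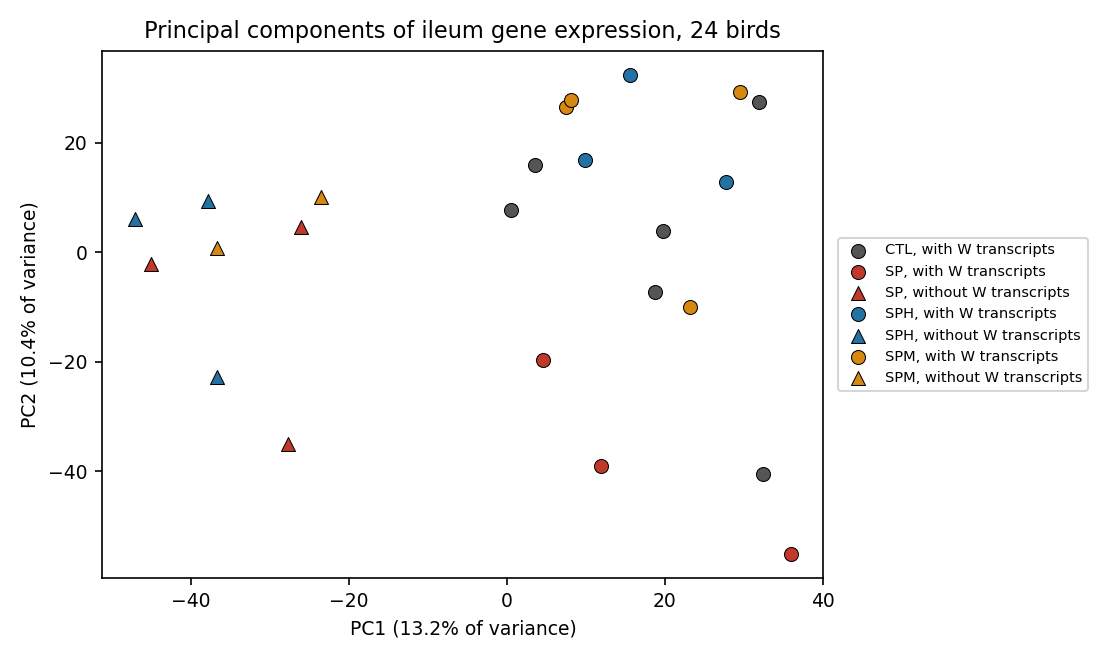
Principal components of the log2(FPKM + 0.1) values of 17288 genes, 1 point per bird, with the first component on the horizontal axis (13.2% of the variance) and the second on the vertical axis (10.4%). Colours give the 4 groups of 6 birds, circles the 16 birds with W transcripts and triangles the 8 without, which all lie below -23.5 on the first component.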

Volcano plots of transcriptome sequencing data were used to visualize the distribution of differentially expressed genes (DEGs) between the two groups (Fig. 5A). The top 20 pathways associated with DEGs using a KEGG enrichment analysis are illustrated in Fig. 5B. Compared with CTL group, we found 504 DEGs, including 273 upregulated genes and 231 downregulated genes, in the SP group. 

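Between the SP and CTL groups (6 birds each), 0 of the 17288 genes tested with limma passed the adjusted p and fold-change limits, and the smallest adjusted p was 0.767. At an unadjusted p under 0.05 with the same fold-change limit, 446 genes differed, 178 of them higher and 268 lower in SP. limma-voom on the recovered reads, a test added after the values were seen, called 0 genes at the adjusted limit and 556 at the unadjusted one. Among the settings that kept all 6 birds of both groups, the pseudocount moved the count of 446 most. With 1 in place of 0.1, the count was 182 genes past the unadjusted limits, 169 of them among the 446. With only the birds with W transcripts (3 SP and 6 CTL birds) it was 811, 214 of them among the 446. The share of genes higher in SP was 39.9%, and it was 53.0% after quantile normalization of the log2 values, with 239 genes higher and 212 lower. With only the birds with W transcripts the share was 59.7%, with 484 genes higher and 327 lower. Genes of the Z and W chromosomes made up 4.77% of the genes tested and 17.3% of the 446, with 52 of these 77 genes higher in SP, the group with fewer birds with W transcripts. With known changes put into 200 of 17140 genes of simulated SP and CTL birds, the fit called 84% of the genes changed 2-fold and 95% of those changed 4-fold. Genes with few reads were left out of the changed ones, smaller changes were not tried, and genes were simulated independently. The simulation therefore cannot say whether smaller changes, or changes of genes with few reads, would be called in these birds.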

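KEGG's own gene lists were not used here. Smooth muscle genes and the families of the focal adhesion machinery, in which cells hold on to collagens and laminins through integrins, were tested as lists with limma's camera at its preset correlation between genes of 0.01. All 12 smooth muscle genes tested were lower in SP than in CTL birds, with a median log2 fold change of -0.33 and a camera adjusted p of 3.4e-08 (Benjamini-Hochberg, over 174 list tests). Their most abundant members were ACTG2 and TAGLN, with a mean FPKM of 496 and 416 over the 24 birds. The mean log2 level of this list was below the CTL median in 6 of 6 SP birds, and the difference of -0.34 had a two-sided exact permutation p of 0.0173 (0.121 after adjustment over the 174 tests). Of 25 collagen genes, 3 were higher in SP and the others lower, with a median of -0.16 (camera adjusted p of 0.000855), and their mean level was below the CTL median in 6 of 6 SP birds (exact permutation p = 0.0909, 0.282 after adjustment). For 9 laminin genes the median was -0.06 (camera adjusted p of 0.171, exact permutation p of the mean level 0.286). For 17 integrin genes the median was -0.03 (camera adjusted p of 0.606), while their mean level was 0.06 higher in SP (exact permutation p = 0.517). The camera calls rest on the preset correlation: for smooth muscle the adjusted p was 0.135 with limma's fry and 0.234 with a correlation estimated from the data, and for collagens 0.368 and 0.427. Over the 21 lists not taken from the paper, camera called 13 in this contrast, of which 0 held under fry and 0 under the estimated correlation.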

The KEGG pathway analysis uncovered pathways that were significantly enriched with DEGs, including the focal adhesion and vascular smooth muscle contraction pathways. Compared with SP group, we observed 831 DEGs in the SPH group and 1,171 DEGs in SPM group. 

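With limma, 0 genes passed the adjusted limits in the SPH group and 0 in the SPM group compared with SP, with smallest adjusted p values of 0.379 and 0.0764. At the unadjusted limits, 699 genes differed in SPH, 259 higher and 440 lower, and 993 in SPM, 439 higher and 554 lower. limma-voom gave 0 genes after adjustment in each contrast, and 767 and 1052 before it. Among the birds with W transcripts alone (4 SPM and 3 SP birds), a choice made after the values were seen, 121 genes passed the adjusted limits in SPM vs SP, 49 higher and 72 lower. The lists of 699 and 993 genes shared 360 genes in the same direction, 275 lower and 85 higher than in SP, and 0 in opposite directions. Both contrasts hold the same SP birds, so some sharing arises with no effect at all. In 100 simulations of unchanged groups against a shared simulated SP group, the median number shared was 54.5 and the highest 216. The highest number shared among the lower genes was 72, but 5 of the 100 gave 85 or more among the higher ones, and the median of opposite changes was 0, so the excess lies in the genes lower than in SP. The shared genes were 51.5% of the smaller list, against a simulated median of 21.9% and a highest value of 45.9%.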

Notably, cytokine-cytokine receptor interactions, intestinal immune network for IgA production, and cell adhesion molecule pathways were the same pathways which is differentially regulated in the SPH and SPM groups (Fig. 6). 

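Family lists stood in for the KEGG pathways. The list for the IgA network had 34 symbols written down beforehand, 24 of them tested, with PIGR and JCHAIN as the most abundant (mean FPKM 353 and 158). Of the 24 genes, 1 was higher and the others lower in SPH than in SP, with a median log2 fold change of -0.41 and a camera adjusted p of 1.1e-09, and likewise in SPM, with -0.38 and 7.0e-07. The mean log2 level of the list was below the SP median in 6 of 6 birds of each supplemented group (exact permutation p = 0.0195 for SPH and 0.0152 for SPM, two-sided). All 14 chemokine receptors tested were lower in both groups, with medians of -0.50 and -0.44 (exact permutation p of the mean level 0.0152 and 0.0130). For 15 chemokine entries the medians were -0.26 and -0.28, with 3 genes higher in each group. For 20 members of the TNF and TNF receptor superfamily they were -0.29 and -0.28, with 5 genes higher in each. The exact permutation p of the mean level was 0.0152 and 0.0130 for the chemokines and 0.0108 and 0.00649 for the TNF list. The 43 interleukins and their receptors had medians of -0.10 and -0.14, with camera adjusted p values of 0.0887 and 0.0754. The difference in their mean level was -0.10 in SPH (exact permutation p = 0.284) and -0.23 in SPM (0.0260). In SPM, 6 of 6 birds lay below the SP median of this level. Among the cell adhesion families, 7 of 8 claudins were higher in each group than in SP, with medians of 0.18 (exact permutation p of the mean level 0.0173) and 0.22 (0.0931). Integrins had medians of -0.02 in SPH and 0.07 in SPM, although camera's direction in SPM was down, with an adjusted p of 0.911. Their mean level was lower by 0.20 in SPH, with 6 of 6 SPH birds below the SP median (exact permutation p = 0.0195), and by 0.13 in SPM (exact permutation p = 0.184). Yet 7 of the 17 integrins were higher in SPH and 9 in SPM, so the lower mean is not a fall of the whole family. ITGA4 had a mean FPKM of 12.5 in SP, 5.92 in SPH and 6.07 in SPM, and ITGB7 9.76, 3.45 and 3.17. Of the 17 integrins, 2 are also in another list. After adjustment over the 174 list tests, 0 of the exact p values of a mean level were under 0.05 (smallest 0.100). Of these list calls, the chemokine receptors in both groups (fry adjusted p of 0.0335 and 0.0350) and the IgA network in SPH (0.0414) held under fry. With a correlation estimated from the data the smallest adjusted p of any list in these contrasts was 0.154. The study itself names 11 of the 43 interleukin genes, 6 of the 14 chemokine receptors, 5 of the 20 TNF superfamily members and 3 of the 24 IgA network genes.

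**Figure D2:**
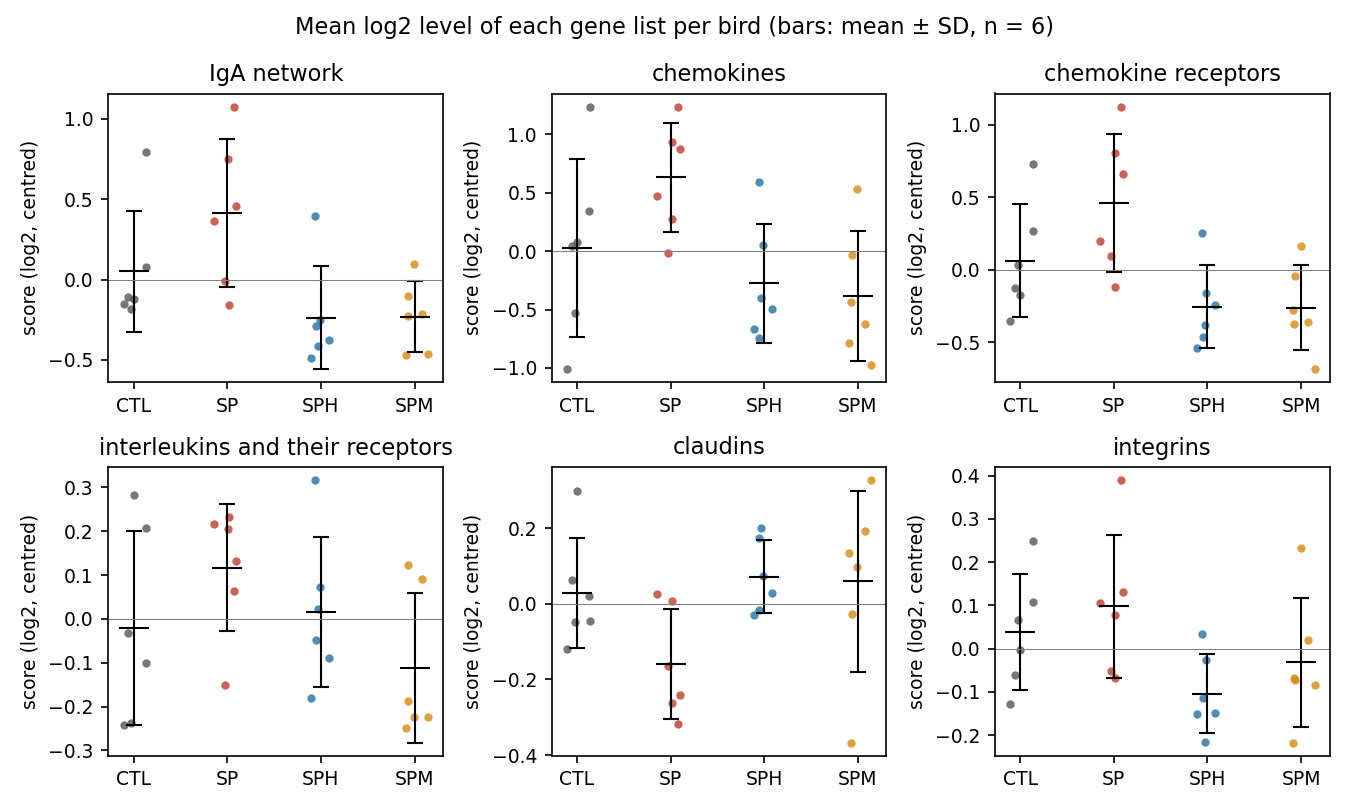
Mean log2(FPKM + 0.1) of each gene list per bird, centred for each gene over the 24 birds, in the CTL, SP, SPH and SPM groups. Points are birds, and bars give the mean ± SD of 6 birds. For the IgA network and the chemokine receptors, 6 of 6 birds in SPH and in SPM lie below the median of the SP birds.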

Because cytokines play a crucial role in immune responses, we focused on the cytokine-cytokine receptor interactions pathway. Compared with uninfected group, *S. pullorum* infection increased the expression of *IL18RAP*, *CCL19*, *CCR7* and decrease the expression of *LEPR* and *IL17D*. 

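IL18RAP (chromosome 1, 135229034 to 135244807) had an FPKM of 0.521 ± 0.047 (SD, n = 6 birds) in CTL and 0.725 ± 0.12 in SP, with 10 to 46 reads per bird. Its log2 fold change was 0.40 (standard error 0.20), and 5 of 6 SP birds lay above all CTL birds (exact permutation p = 0.00866, two-sided). LEPR (chromosome 8, 28687054 to 28717255) fell from 0.522 ± 0.19 to 0.267 ± 0.085, a log2 fold change of -0.75 (standard error 0.23). All 6 SP birds lay below all CTL birds (exact permutation p = 0.00216, the smallest that 6 birds against 6 allow), on 10 to 58 reads per bird. IL17D (chromosome 1, 180137515 to 180137865) had 9.82 ± 3.2 in CTL and 6.59 ± 1.1 in SP, with a log2 fold change of -0.51 (standard error 0.25) that did not stand out from regrouped birds (exact permutation p = 0.0606). CCL19 and CCR7 had log2 fold changes of 0.80 (standard error 0.26, exact permutation p = 0.0130) and 0.96 (standard error 0.34, exact permutation p = 0.0390), and 6 of 6 SP birds lay above the CTL median for each. CCL19 lies on the Z chromosome, whose genes had higher values in birds without W transcripts. For all 5 genes the adjusted p over all genes was 0.767 with limma and Benjamini-Hochberg adjustment. Adjusted over the list alone, 3 of the 5 passed 0.05, which is not independent evidence because the list was chosen on these birds.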

Compared to the SP group, magnolol and honokiol supplementation could decease the expression of *CSF1R, IL21R, IL16, TNFSF8, TNFRSF18, CCR7, IL2RA, IL2RG, CD4, IL18R1, CCR5, TNFRSF8, CXCR1, CXCR5, TNFRSF13C*. In addition to these genes, magnolol could decrease the mRNA level of *CCL19*, *IL20RA, IL18RAP, IL13RA2, TNFRSF4, IL21R* and increase the expression of *BMP2, GDF6, LEPR, IL1RL1* while honokiol could decrease the mRNA level of *CCL17*, *CXCR4*, *CCR6* and increase *IL17A* and *IL17D* expression.

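All 15 genes were lower in both supplemented groups than in SP. Compared with SP, the median log2 fold change of the 15 was -0.71 in SPH (range -3.53 to -0.40) and -0.91 in SPM (range -3.20 to -0.34). The exact permutation p of the difference (two-sided, 6 birds against 6) was under 0.05 for 14 of them in SPH and for 15 in SPM. The gene short of it in SPH was TNFRSF18 (log2 fold change -0.40, exact permutation p = 0.0649). CSF1R in SPM (-0.34) was the gene that stayed short of the fold-change limit there. Adjusted over all genes tested with limma, 0 of the 15 passed in either group, with adjusted p values from 0.379 to 0.584 in SPH and from 0.105 to 0.223 in SPM. Adjusted over the list alone, 14 passed in SPH and 15 in SPM, although the list was chosen on these birds. The largest changes were in genes with few reads and a wide spread between SP birds. TNFRSF13C (chromosome 1, 49476737 to 49478344) had 0 to 143 reads per bird and an FPKM of 2.93 ± 3.29 (SD, n = 6) in SP, 0.08 ± 0.10 in SPH and 0.20 ± 0.35 in SPM. CXCR5 (chromosome 24, 5596881 to 5602957) had 5.97 ± 5.94 in SP, 0.593 ± 0.77 in SPH and 0.787 ± 1.1 in SPM. CD4 (chromosome 1, 77873930 to 77885897), a marker of helper T cells, had 8.77 ± 3.47 in SP, 4.83 ± 1.05 in SPH and 4.44 ± 1.21 in SPM. CCR7, the receptor of CCL19, changed by -1.03 in SPH (exact permutation p = 0.00649) and by -1.48 in SPM (0.00866).

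**Figure D3:**
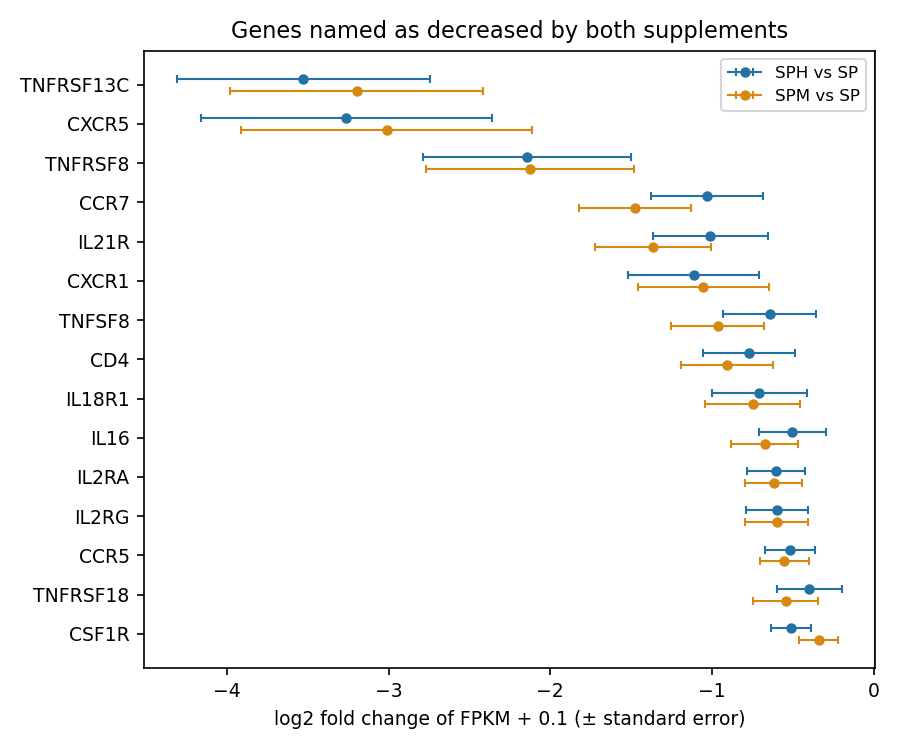
Log2 fold change of FPKM + 0.1 from SP to SPH (blue) and from SP to SPM (orange) for the 15 genes, 1 gene per line, with the standard error from limma as bars (6 birds per group). All points lie below 0, between -3.53 and -0.34.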

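In the SPM group, the genes named as lower beyond the shared list, IL20RA, CCL19, TNFRSF4, IL18RAP and IL13RA2, had log2 fold changes of -1.23, -0.83, -0.64, -0.59 and -0.56 compared with SP. The exact permutation p (two-sided, 6 birds against 6) was 0.0108 for IL20RA, 0.00649 for CCL19, 0.0260 for TNFRSF4, 0.0216 for IL18RAP and 0.310 for IL13RA2. IL21R, named both in the shared list and among these genes, changed by -1.37 in SPM and -1.01 in SPH. The genes named as higher, GDF6, IL1RL1, LEPR and BMP2, rose by 0.56, 0.52, 0.49 and 0.49, with exact permutation p values of 0.0260, 0.0281, 0.0498 and 0.0390. In the SPH group, CXCR4, CCR6 and CCL17 had log2 fold changes of -0.73, -0.57 and -0.54 (exact permutation p = 0.0801, 0.0649 and 0.0152). IL17D rose by 0.66, with 6 of 6 SPH birds above all SP birds (exact permutation p = 0.00216). IL17A rose by 0.89 (standard error 0.71, exact permutation p = 0.301), on 0 to 66 reads per bird, with an FPKM of 0 to 3.90 in the SPH birds and 0.130 to 0.492 in the SP birds. None of these changes passed an adjusted p of 0.05 over all genes with limma, where the adjusted p ranged from 0.123 for IL21R in SPM to 0.779 for IL17A in SPH. Directly compared, SPM and SPH birds did not differ beyond the spread between birds for CCL19 (log2 fold change -0.26, exact permutation p = 0.420) or IL17D (-0.40, p = 0.197).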

**Fig. 5:**
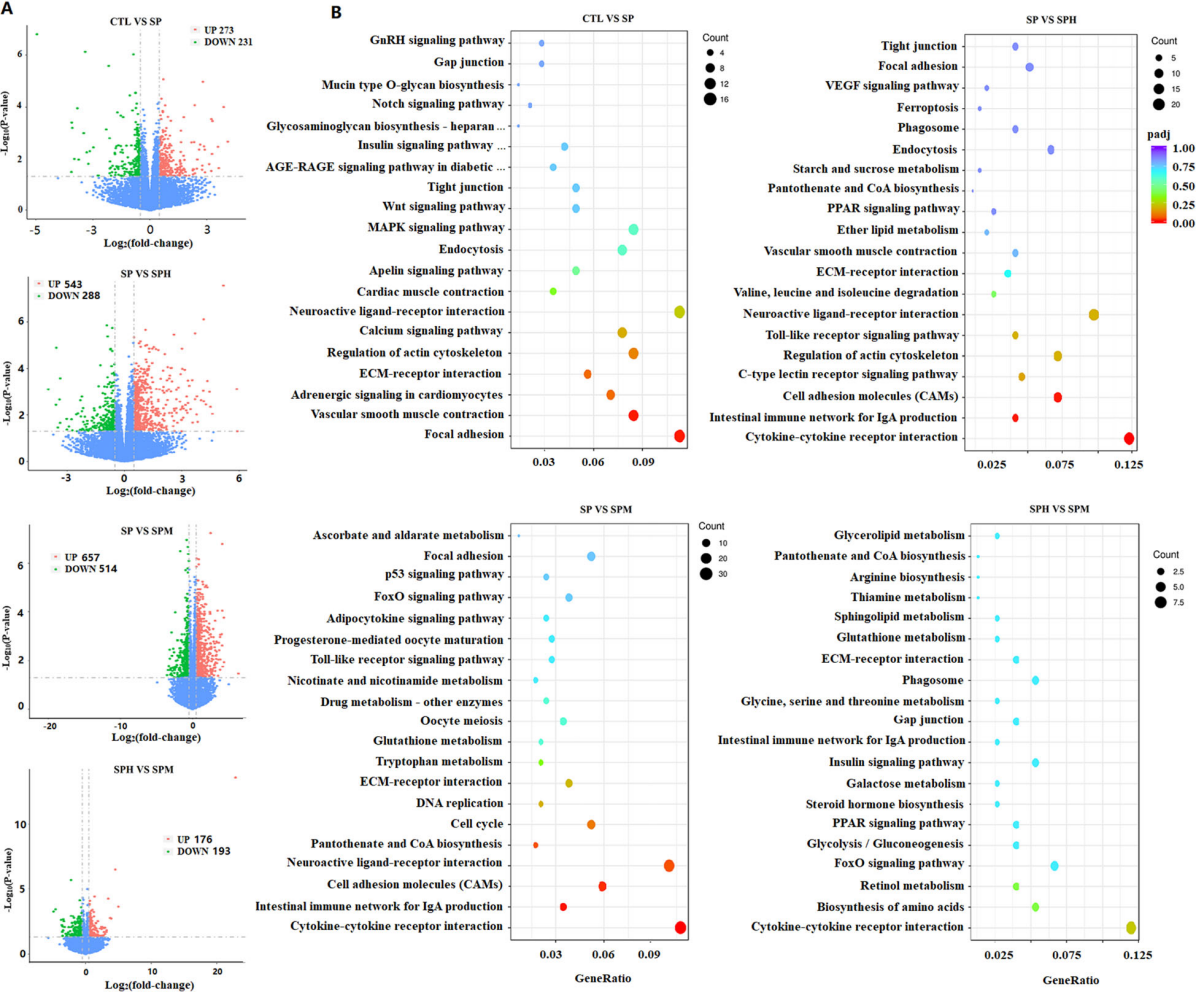
RNA-seq analysis of the ileum of briolers. **A** Volcano plot of differentially expressed genes. Red represents increased expression while green represents decreased expression. **B** Dot plot of KEGG pathway enrichment analyses of differentially expressed genes

**Fig. 6:**
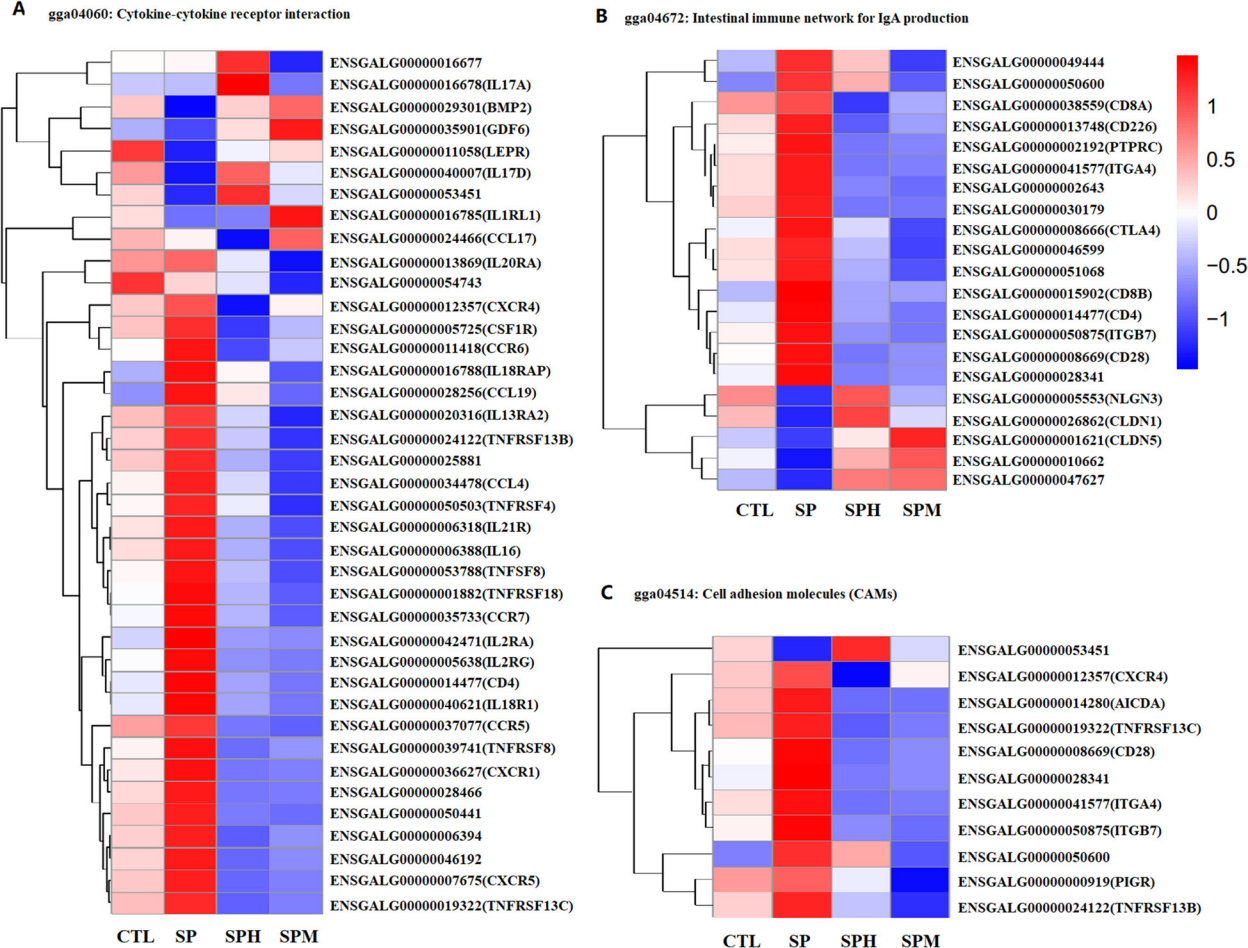
Heatmap of the differentially expressed gene in three specific KEGG pathways. **A** Heatmap representing differentially expressed genes enriched in KEGG pathway “cytokine-cytokine receptor interaction”. **B** Heatmap representing differentially expressed genes enriched in KEGG pathway “intestinal immune network for IgA production”. **C** Heatmap representing differentially expressed genes enriched in KEGG pathway “cell adhesion molecules (CAMs)”. Red represents increased expression while blue represents decreased expression

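Additional file 3 gives group means and fold changes for 100 genes. Recomputed from the deposited values of the 6 birds per group, the group means of all 100 genes lay within 0.0114% of the listed ones. The listed log2 fold changes lay within 0.05 of the log2 ratio of the group means for all 100 genes in each of the 6 contrasts, read as the first-named group over the second. By the p value and fold change listed there, all 100 genes passed the limits in at least 1 contrast. With limma, 77 of the 100 passed the same limits at an unadjusted p in at least 1 contrast and 0 at an adjusted p, the smallest being 0.0764. The mean FPKM of the 100 genes over the 24 birds ranged from 45.1 to 4374, and 1991 genes had a higher mean than the lowest of them.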

We listed the top 100 DEGs according to their FPKM values (Additional file 3). We chose seven genes involved in nutrient metabolism (*SAT1*, *ENPP7*), immune (*CCL19*, *CCR7, JCHAIN*), tight junction proteins (*CLDN1*, *CLDN5*) to validate using RT-qPCR (Fig. 7). 

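In the authors' table, SAT1 (ENSGALG00000016348) lies on chromosome 1 from 119746943 to 119749754 and had 9780 to 35180 reads per bird. Its mean FPKM over 6 birds was 1079 in CTL (544 to 1687), 1001 in SP (613 to 1456), 1033 in SPH (720.4 to 1246) and 1491 in SPM (990.1 to 1872). ENPP7 (ENSGALG00000013743, chromosome 18, 9638646 to 9641916) had 644 ± 168 (SD, n = 6 birds) in CTL, 567 ± 272 in SP, 550.4 ± 141 in SPH and 1010.5 ± 325 in SPM. CCL19 (ENSGALG00000028256) lies on the Z chromosome from 8363698 to 8366694, with 44.4 ± 15.7 in CTL, 75.4 ± 16.5 in SP, 54.5 ± 25.8 in SPH and 41.8 ± 6.72 in SPM. A second entry with the symbol CCL19 lies next to it, so reads of this gene could have been split between the entries by the authors' counting. CCR7 (ENSGALG00000035733, chromosome 27, 7287727 to 7296472) had 6.71 ± 4.77 in CTL, 12.1 ± 5.04 in SP, 5.64 ± 1.52 in SPH and 4.52 ± 2.58 in SPM. JCHAIN (ENSGALG00000011551, chromosome 4, 50012279 to 50018146) had 184 ± 77.7 in CTL, 227 ± 196 in SP, 125 ± 116 in SPH and 95.1 ± 35.9 in SPM. CLDN1 (ENSGALG00000026862, chromosome 9, 14097822 to 14108342) had 3.76 ± 2.25 in CTL, 2.43 ± 0.48 in SP, 4.46 ± 2.46 in SPH and 3.22 ± 1.29 in SPM, on 65 to 352 reads per bird. CLDN5 (ENSGALG00000001621, chromosome 15, 996735 to 998492) had 12.6 ± 1.67 in CTL, 11.0 ± 1.36 in SP, 13.6 ± 1.95 in SPH and 16.4 ± 4.43 in SPM.

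**Figure D4:**
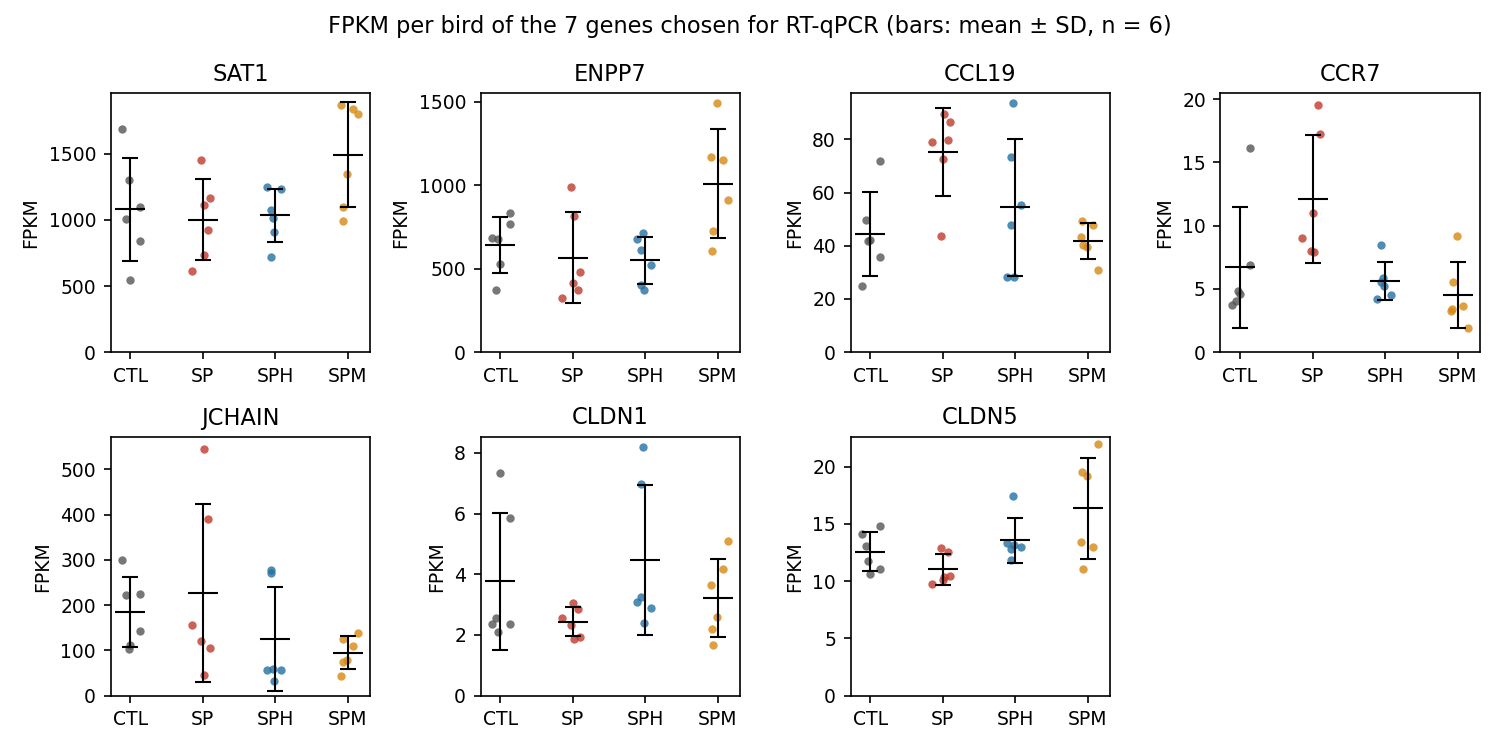
FPKM of the 7 genes chosen for RT-qPCR in each bird, with 1 panel per gene and the CTL, SP, SPH and SPM groups on the horizontal axis. Points are birds, and bars give the mean ± SD of 6 birds. The SDs of JCHAIN in SP (196) and CLDN1 in SPH (2.46) lie beside means of 227 and 4.46.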

Compared with control group, *S. pullorum* infection increased the expression of *CCL19*, *CCR7* and decreased the expression of *CLDN1* (*P* < 0.05)*.* Compared with SP group, dietary magnolol and honokiol supplementation could decrease the expression of *CCR7*, *JCHAIN* and increase the expression of *CLDN5* (*P* < 0.05). In addition, magnolol could also increase the expression of *SAT1*, *ENPP7*, *CLDN5* and decrease the expression of *CCL19* while honokiol could also enhance the expression of *CLDN1* (*P* < 0.05). 

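For the 7 genes, the RT-qPCR results amount to 13 statements on a direction of change, 3 for SP vs CTL, 4 for SPH vs SP and 6 for SPM vs SP. The RT-qPCR values themselves were not used here. In the RNA-seq values, 13 of the 13 log2 fold changes had the stated direction. The exact permutation p (two-sided, 6 birds against 6) was under 0.05 for 10 of them. The other 3 were CLDN1 in SP vs CTL (log2 fold change -0.45, exact permutation p = 0.258) and JCHAIN in SPH and in SPM. At the unadjusted limits of limma 9 passed, and at an adjusted p over all genes 0 passed (smallest 0.105). Adjusted over the list alone, 8 passed. The paper chose the 7 genes from its DEGs in these birds, so neither this count nor the 13 directions are independent evidence.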

The results showed a good correlation between the RT-qPCR results and the RNA-seq data.

**Fig. 7:**
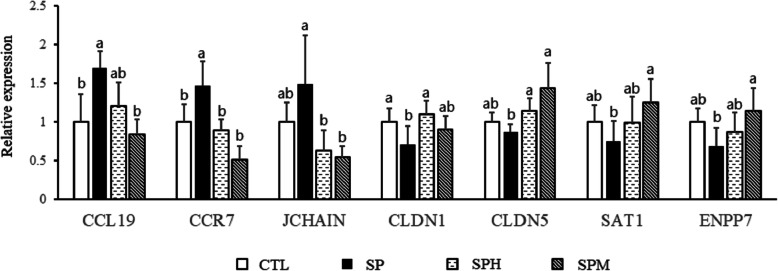
Relative expression levels from qRT-PCR. *CCL19*: chemokine ligand 19; *CCR7*: chemokine receptor 7; *JCHAIN*: joining chain of multimeric IgA and IgM; *CLDN1*: claudin 1; *CLDN5*, claudin 5; *SAT1*: spermidine-spermine acetyltransferase 1; *ENPP7*: alkaline sphingomyelinase; All values are expressed as the means ± SD (*n* = 6); Column witout same letters means significantly different (*P* < 0.05) among groups

## Discussion

Diseases caused by *S. pullorum* in chickens, known as pullorum disease, pose a great threat to the poultry industry, mainly in developing countries [13, 14]. Salmonella infections resulting in compromised production performances, intestinal damage, and acute systemic diseases in broiler chickens have been widely reported [5, 15]. Young chicks were highly susceptible to *S. pullorum* within 20 d of age*.* In the present study, *S. pullorum* infection impaired the chicks’ growth, although mortality was not observed. Magnolol supplementation mitigated the compromised production performance, as indicated by the average weight, ADG, and decreased FCR. In terms of growth performance, magnolol had a better effect than honokiol in protecting chicks infected with *S. pullorum*.

However, the weakened virulence as a result of culturing for several generations did not lead to a high mortality, but did effectively activate the broilers’ immune systems. The bursa of Fabricius is a unique immune organ for B cell production in nestlings, which is essential for the adaptive immune response [16]. The spleen is a secondary lymphoid organ for both the innate and adaptive immune responses in chickens [17]. The relative weight of the bursa of Fabricius and spleen is a common indicator for evaluating the immune status of chickens [16]. In the present study, *S. pullorum* infection effectively activated the immune response, as indicated by the increased spleen and bursa of Fabricius weights. The magnolol and honokiol supplementation groups had spleen and bursa of Fabricius weights that were similar to the uninfected group. Meanwhile, the serum globulin level of the SP group was higher than that of the CTL and SPM groups at 14 d. Immunoglobulin, the major species of globulin in the serum, would significantly increase after *Salmonella* infection [18]. The intestine plays a crucial role in the mucosal immune system and provides antigen-specific protection [19]. *Salmonella pullorum* infection could induce marked intestinal immune responses [5]. Cytokines play a crucial role in immune responses by aiding cell-to-cell communication. 

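Among the 22221 genes with reads, ranked by their mean FPKM over the 24 birds, JCHAIN was number 456 with a mean of 158, CCL19 number 1657 with 54.0 and CCR7 number 8546 with 7.25. The reads behind these values were 1119 to 15234 per bird for JCHAIN, 698 to 3103 for CCL19 and 106 to 1473 for CCR7.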

*CCL19* and its receptor *CCR7*, *JCHAIN* were differential expression genes with relatively high expression in ileal. The CCL19-CCR7 axis is a critical regulator of adaptive immunity and inflammatory responses [20]. JCHAIN plays an important role in the secretion and transport of immunoglobulins and activation of complement [21]. 

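CCL19 lies on the Z chromosome. Over 594 Z genes with a mean FPKM of at least 1, birds without W transcripts had a median log2 difference of 0.47 from birds with them, against -0.01 over 12823 other genes, and for CCL19 the difference was 0.33. All 6 CTL birds had W transcripts, but only 3 of the 6 SP birds did. Among the birds with W transcripts, CCL19 had an FPKM of 77.3 ± 3.92 (SD, n = 3) in SP and 44.4 ± 15.7 (n = 6) in CTL, a log2 difference of 0.87. The groups of birds did not overlap (exact permutation p = 0.0238, two-sided, the smallest that 3 birds against 6 allow). CCR7, on chromosome 27, had 13.2 ± 5.60 (n = 3) in SP and 6.71 ± 4.77 (n = 6) in CTL among these birds, a log2 difference of 1.10 (exact permutation p = 0.0952). The second entry with the symbol CCL19 (ENSGALG00000046192, Z chromosome, 8370305 to 8373001) had 140.0 ± 118 in SP and 62.3 ± 85.2 in CTL over all 6 birds per group. Its log2 fold change was 1.58 (standard error 0.69, exact permutation p = 0.0887).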

Compared with control group, *CCL19*, *CCR7* were markedly overexpressed in S. pullorum infection group. Intriguingly, magnolol and honokiol supplementation resulted in lower levels of *CCL19*, *CCR7* and *JCHAIN* compared to the SP group. 

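JCHAIN changed by -0.90 on the log2 scale in SPH (standard error 0.55, exact permutation p = 0.255, two-sided, 6 birds against 6) and by -0.89 in SPM (exact permutation p = 0.167) compared with SP. Both changes were within the spread between birds, and 4 of 6 SPH birds and 5 of 6 SPM birds lay below the SP median. Among the birds with W transcripts JCHAIN changed by -2.76 in SPH (3 birds against 3, exact permutation p = 0.1) and by -1.92 in SPM (4 against 3, 0.0571), each p the smallest that these numbers allow. CCL19 changed there by -1.12 in SPH (0.1) and -0.95 in SPM (0.0571). Over all birds CCL19 changed by -0.57 in SPH (exact permutation p = 0.128), with 5 of 6 birds below the SP median. Its second entry changed by -2.31 in SPH (exact permutation p = 0.00866) and -2.27 in SPM (0.0130), on 209 to 12658 reads per bird.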

All these results suggest that the SP group remained in an immune reactive state, but the SPM and SPH groups seemed to recover from their *S. pullorum* infection at 14 d.

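Across the 17288 genes, the log2 fold changes of SP vs CTL and of SPH vs SP had a Pearson correlation of -0.53, and those of SP vs CTL and SPM vs SP one of -0.60. Spearman's rho was -0.56 and -0.62. Both contrasts hold the SP birds, which gives a correlation below 0 with no effect at all, and genes are not independent replicates. For comparison, 1000 simulations of unchanged groups shuffled all 24 birds with group means removed, so that both contrasts shared 1 simulated SP group. The median correlation was -0.50 in each case, and a value as low arose in a share of 0.370 of them for SPH and 0.139 for SPM. With the SP birds split into groups of 3, so that the contrasts shared no bird, the median over the 20 splits was -0.09 for SPH, with 17 below 0, and -0.17 for SPM, with 19 below 0. Of the 446 genes past the unadjusted limits in SP vs CTL, 128 changed in the opposite direction past the same limits in SPH and 167 in SPM. In 100 simulations of unchanged groups, 7 and 0 gave as many, with highest values of 200 and 166. The lists of the real birds were longer than most simulated ones. The SPM list held 993 genes, against a simulated median of 306.5 and a highest value of 764, and the SPH list 699, against 293 and 1061. Longer lists alone give more such genes, and a share of the list was not tested here, so these counts cannot decide on a reversal. Between SPH and CTL birds, 0 genes passed the adjusted limits and 320 the unadjusted ones with limma (365 with limma-voom, 0 adjusted), and between SPM and CTL 0 and 344 (365 with limma-voom, 0 adjusted). From CCL19, CCR7 and JCHAIN together with spleen and bursa weights and serum globulin, which were not analysed here, the paper proposes that the SP group was still in an immune reactive state while the SPM and SPH groups were recovering.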

Intact intestinal mucosal structures are essential to maintain the health and production performance of animals. Villus heights, crypt depths, and villus/crypt ratios are important indices of the intact intestinal mucosal structure [22]. Some studies have reported that *S. pullorum* infections can decrease the height of the villus and villus/crypt ratio [5, 22]. Consistent with these reports, *S. pullorum* infections significantly reduced villus height in the jejunum and ileum, and this adverse effect lasted until at least 21 days of age. In our previous study, we confirmed that magnolol could increase the intestinal villus height of laying hens [23]. Magnolol has also been shown to improve the intestinal mucosal status of *Linwu* ducks [24]. Consistently, magnolol and honokiol effectively alleviated the damage to intestinal villi caused by *S. pullorum*. The genes claudin-1 (*CLDN1*) and claudin-5 (*CLDN5*), key component of tight junction protein genes, play important roles in gut barrier formation [25]. Reduced gene expression of tight junction proteins is usually associated with pathogenic challenges and pathological conditions [26]. It is worth noting that magnolol and honokiol upregulated the expression of *CLDN1* and *CLDN5* in this study. 

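CLDN1, a protein of the tight junctions between epithelial cells, changed by 0.71 on the log2 scale in SPH compared with SP (standard error 0.34), with 5 of 6 SPH birds above the SP median (exact permutation p = 0.0281, two-sided, 6 birds against 6). In SPM the change of 0.32 was within the spread between birds (exact permutation p = 0.251). Among the birds with W transcripts (3 SPH and 3 SP birds) CLDN1 showed almost no change in SPH (-0.016), with a mean FPKM of 2.79 in SPH and 2.82 in SP. CLDN5 changed by 0.30 in SPH (standard error 0.14, exact permutation p = 0.0173) and by 0.53 in SPM (exact permutation p = 0.0108), with 6 of 6 birds above the SP median in each group. The adjusted p over all genes, from limma with Benjamini-Hochberg adjustment, was 0.555 for CLDN1 in SPH, 0.564 for CLDN5 in SPH and 0.124 for CLDN5 in SPM. Whether the 2 supplements differ was tested directly: SPM and SPH birds differed by -0.39 in CLDN1 (exact permutation p = 0.320) and by 0.23 in CLDN5 (0.232).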

Remarkably, magnolol had a better effect than honokiol in increasing the height of the ileum villus at 21 d. Therefore, these different effects of magnolol and honokiol in defending against *S. pullorum* infection, to some extent, are related to improvements in the structure of the intestinal mucosal and to its barrier functions.

The intestinal microbiota plays a pivotal role in nutrient delivery and in the maintenance of multiple physiological processes that are related to host health. The diversity of the intestinal bacteria is beneficial for maintaining the stability of the bacteria and the environment in the intestines, as well as to resist the invasion of pathogenic bacteria [27]. Lower gut bacterial diversity is associated with poor health [28]. *S. pullorum* challenge has been suggested to result in intestinal health problems and disturbances to the gut microbiota in chickens [29]. Changing the composition and increasing the diversity of intestinal bacteria can be used as a strategy to resist the challenge of Salmonella and improve the growth performance of broiler chickens [30, 31]. Based on alpha diversity measurements, *S. pullorum* infections significantly reduced the community richness and phylogenetic diversity of intestinal bacteria of broiler at 14 d, as indicated by the reduced ACE estimator and PD whole tree index, respectively. Magnolol effectively increased the community richness and diversity of the bacterial community at 21 d, as indicated by the increased observed species, Chao, ACE, Shannon and PD whole tree index. In addition, the β-diversity analysis indicated a distinction in the SPM microbial community structure relative to SP group. These results explain magnolol’s improved effect at protecting broilers from *S. pullorum* infections.

Consistent with the results of previous studies, Firmicutes and Cyanobacteria were the most abundant in the ileum at the phylum level [30, 32]. Firmicutes play an important role in polysaccharide decomposition and contribute to the maintenance of intestinal homeostasis and health [33, 34]. Cyanobacteria are responsible for the production of some potential neurotoxic or pro-inflammatory activities [35]. A recent study reported that enrichment of Firmicutes and reductions of Cyanobacteria in the ileum that are caused by the addition of *Kluyveromyces marxianus* may be linked to the improved feed efficiency and intestinal structure of broilers [36]. In the present study, an increased abundance of phylum Firmicutes and a reduction of Cyanobacteria was observed in the magnolol addition group at 14 d; this was also seen in both the magnolol and honokiol groups at 21 d. Increased abundance of Bacteroides is related to high levels of fiber fermentation and volatile fatty acids, which contribute to reducing pathogen populations in the gut and promoting broiler growth [37, 38]. Notably, dietary supplementation with magnolol increased the abundance of the phylum Bacteroides compared to the SP group.

Consistent with other reports, *lactobacilli* are dominant in the ileum at the genus level [39, 40]. Several studies have repeatedly shown that *lactobacilli*, as the most important microbiota in animal intestines, have various biochemical functions, including in the protection of the integrity of the intestinal mucosal, the invasion of pathogens, and stimulation of the immune system [41, 42]. Many probiotic strains of *lactobacilli* have been widely used in poultry production [43]. The genus *Streptococcus* was highly abundant in the ileum microbiota of broiler chicks with necrotic enteritis associated with Salmonella challenge [44]. A study has shown that magnolol has antimicrobial abilities against some strains of the genus *Streptococcus* [45]. Our findings indicate that magnolol supplementation could increase the abundance of *Lactobacillu*s and decrease the abundance of *Streptococcus* and unidentified *Cyanobacteria* at the genus level. Remarkably, changes in these microbiotas were consistent at different detection time points. Except for these three genera, some genera showed different changes under different detection time points, such as *Pseudomonas*, *Bacteroides*, and *Romboutsia*. These results may be due to the weakened effects of Salmonella challenge in an increasing number of days.

The predicted functions of the ileum microbiota showed that pathways related to valine, aspartate, glutamate, and C5-branched dibasic acid metabolism were decreased in broilers challenged with *S. pullorum*, while magnolol could increase these pathways. Leucine, valine, and isoleucine, which are representative of branched-chain amino acids, have key physiological roles in the regulation of immunity [46] and fat metabolism [47]. Several studies have shown that C5-branched dibasic acid metabolism is related to energy generation and is enriched in healthy animals [48, 49]. In addition, magnolol addition increased the pathways related to the biosynthesis of ansamycins compared to the SP group. Rifamycins, as members of ansamycins, show antimicrobial activity against aerobic bacteria and Salmonellae [50]. Therefore, the predicted functions of the ileum microbiota have further proven the effectiveness of magnolol in improving intestinal flora.

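Between the SPM and SPH groups, 0 of the genes tested with limma passed the adjusted limits (smallest adjusted p 0.996). At an unadjusted p under 0.05 with the fold-change limit, 323 genes differed, 163 higher and 160 lower in SPM, and limma-voom gave 0 and 332. In the simulated data, in which no gene differed between these groups, 375 genes of 17140 had an unadjusted p past the same limits. The log2 fold changes of the 2 supplemented groups from SP had a correlation across genes of 0.66. In 1000 simulations of unchanged groups that share a simulated SP group, the median was 0.50, and 38 gave a value as high. The 13 genes of the mitochondrial genome were all higher in SPM than in SPH, with a median log2 fold change of 0.33 and adjusted p values of 9.5e-11 with camera and 0.127 with fry. All 13 proliferation genes were lower, with a median of -0.42 and adjusted p values of 2.5e-12 and 0.112. Of 5 goblet cell genes tested, 1 was higher in SPM and the others lower, with a median of -0.43 and adjusted p values of 0.0225 and 0.0957. Of 15 interferon response genes, 14 were higher in SPM, with a median of 0.33 and adjusted p values of 1.4e-05 and 0.278, and of 25 collagen genes 19 were higher, with a median of 0.16 and adjusted p values of 0.00769 and 0.309. Over the 21 lists not taken from the paper, camera called these 5 in this contrast, of which 0 held under fry and 0 under the estimated correlation.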

Besides affecting gut metabolism by regulating flora composition, magnolol and honokiol had different effects on gut gene expression related to metabolism. Intestinal alkaline sphingomyelinase (ENPP7 or NPP7), an enzyme that hydrolyzes sphingomyelin to ceramide, can inhibit inflammation and stimulate cholesterol absorption [51]. Ceramide, the central point of the sphingolipid metabolic pathway, plays an important role in the innate immunity of intestinal epithelia against *Salmonella* infection [52]. SAT1 plays a crucial role in polyamine metabolism which is essential for gut mucosal growth and barrier function [53]. 

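ENPP7 encodes an alkaline sphingomyelinase of the gut and SAT1 an enzyme of polyamine breakdown. In the ileum RNA-seq values, ENPP7 was higher in SPM than in SP by 0.90 on the log2 scale (standard error 0.27), with 6 of 6 SPM birds above the SP median (exact permutation p = 0.0260, two-sided, 6 birds against 6). Between SPH and SP the difference was 0.04 (exact permutation p = 0.885). SAT1 was higher in SPM by 0.59 (standard error 0.25), with 5 of 6 birds above the SP median (exact permutation p = 0.0433), and in SPH by 0.08 (0.721). Compared directly, SPM birds were above SPH birds by 0.85 in ENPP7 (exact permutation p = 0.0108) and by 0.51 in SAT1 (0.0433). Over all genes, the adjusted p from limma with Benjamini-Hochberg adjustment was 0.141 for ENPP7 and 0.255 for SAT1 in SPM vs SP, and 0.996 for both in SPM vs SPH. Among the birds with W transcripts (4 SPM and 3 SP birds), a choice made after the values were seen, ENPP7 was higher by 1.66 and SAT1 by 1.19 (exact permutation p = 0.0571 for each, the smallest that 4 birds against 3 allow). In SPH (3 birds against 3) they were higher than in SP by 0.47 and 0.58 there (exact permutation p = 0.2 for each), and in SPM higher than in SPH by 1.19 and 0.60 (0.0571 for each). The adjusted p from limma there was 0.0252 for ENPP7, past the limits, and 0.0597 for SAT1, against 0.110 to 0.239 and 0.172 to 0.328 over the other alternatives.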

Magnolol increased the expression of *ENPP7* and *SAT1*, while honokiol had no significant effect on these genes. These results may partly explain that magnolol had better effect on alleviating *S. pullorum*-induced impairment in growth performance and intestinal villi structure. In order to better understand the mechanism of magnolol and honokiol, further studies are needed on the interaction between microorganisms and the gene expression of the host mucosa.

## Conclusions

In conclusion, supplemental magnolol and honokiol alleviated *S. pullorum-*induced impairment in growth performance and intestinal villi structure, and the effect of magnolol was better than that of honokiol, which could be partially due to magnolol’s ability to improve the composition of gut bacteria and improve the mucosal immune response. This study expands our fundamental knowledge concerning the role of gut microbiota in mediating the functional difference between magnolol and honokiol in broilers infected with *S. pullorum*.

## Supplementary Information

**Additional file 1.** Ingredients and nutrient levels of basal diets.

**Additional file 2.** Primers used in this study.

**Additional file 3.** The top 100 differentially expressed gene.

## Data Availability

The datasets of 16S rDNA gene sequencing of the ileum microbiome generated for this study can be found in the Sequence Read Archive (SRA) database (Bioproject ID: PRJNA688538). The datasets of RNA-Seq generated for this study can be found in the Gene Expression Omnibus (GEO) database: GSE164260.

## Abbreviations

BW: Body weight
FCR: Feed conversion
ADG: Average daily gain
ADFI: Average daily feed intake
TP: Total protein
A/G: Albumin/ globulin
AST: Aspartate aminotransferase
ALT: Alanine aminotransferase
ALP: Alkaline phosphatase
CCL19: Chemokine ligand 19
CCR7: Chemokine receptor 7
SAT1: Spermidine-spermine acetyltransferase 1
ENPP7: Alkaline sphingomyelinase
CLDN1: Claudin-1
CLDN5: Claudin-5

# Supplementary material for: Supplemental magnolol or honokiol attenuates adverse effects in broilers infected with Salmonella pullorum by modulating mucosal gene expression and the gut microbiota
**Source:** J Anim Sci Biotechnol. 2021 Aug 9;12:87. doi: 10.1186/s40104-021-00611-0
**Supplement:** Supplementary file 1 — Additional file 1. Ingredients and nutrient levels of basal diets.

## Supplementary Material

Table S1. Ingredients and nutrient levels of basal diets (% , as air-dry basis)

| Ingredient             |       | Nutrient composition     |       |
|------------------------|-------|--------------------------|-------|
| Maize                  | 55.53 | Metabolic energy (MJ/kg) | 12.10 |
| Soybean meal           | 37.6  | Crude protein            | 20.50 |
| Soybean oil            | 2.50  | Lysine                   | 1.15  |
| Dicalcium phosphate    | 1.90  | Methionine               | 0.50  |
| Limestone              | 1.24  | Threonine                | 0.81  |
| Salt                   | 0.35  | Calcium                  | 1.01  |
| Choline chloride (50%) | 0.30  | Available phosphorus     | 0.41  |
| DL-methionine (98%)    | 0.21  |                          |       |
| L-lysine (78%)         | 0.08  |                          |       |
| L-threonine (98.5%)    | 0.04  |                          |       |
| Premix                 | 0.25  |                          |       |
| Total                  | 100   |                          |       |

The premix provided the following (per kilogram of diet): Iron, 80 mg; Copper, 8 mg; Zinc, 75 mg; Manganese, 100 mg; Selenium, 0.15 mg; Iodine, 0.35 mg; Vitamin A, 10,000 IU; Vitamin D3, 2,400 IU; Vitamin E, 40 IU; Vitamin K<sub>3</sub>, 2.5 mg; Niacin, 30 mg; Pantothenate 8 mg; Folacin, 1 mg; Vitamin B<sub>1</sub>, 2.5 mg; Vitamin B<sub>2</sub>, 5.5 mg; Vitamin B<sub>6</sub>, 4 mg; Vitamin B<sub>12</sub>, 20 µg. Metabolic energy was calculated value while other nutrient levels were measured values.

# Supplementary material for: Supplemental magnolol or honokiol attenuates adverse effects in broilers infected with Salmonella pullorum by modulating mucosal gene expression and the gut microbiota
**Source:** J Anim Sci Biotechnol. 2021 Aug 9;12:87. doi: 10.1186/s40104-021-00611-0
**Supplement:** Supplementary file 2 — Additional file 2. Primers used in this study.

## Supplementary Material

### Additional file 2. The primers used in this study

| Primer name | Primer sequence (5'-3') | Annealing<br>temperature, °C | Accession No   |
|-------------|-------------------------|------------------------------|----------------|
| CCL19 F     | GACTGCTGCCTGCGGACGA     | 60                           | NM_001302168   |
| CCL19 R     | GCAAAGGGCAAGCGTCTCTG    |                              |                |
| CCR7 F      | CCGACGACTATGACGCCAAC    | 59                           | NM_001198752   |
| CCR7 R      | GCCAGGTTCAGCAAGTAGATG   |                              |                |
| JCHAIN F    | CTACCGCATGACTGAACTCTG   | 59                           | NM_204263.1    |
| JCHAIN R    | GTGTAGCATTGTGCCCTGTTG   |                              |                |
| ENPP7 F     | GATACGAAGTCCTGGCTGAAG   | 58                           | XM_015295596.2 |
| ENPP7 R     | CTACAGGGAGGGCAGCAAAC    |                              |                |
| SAT1 F      | GAGAGAAGGTTCCAGCGACT    | 58                           | NM_204186.1    |
| SAT1 R      | CAAAGATTACAAGCCCACACT   |                              |                |
| CLDN1 F     | CTGATTGCTTCCAACCAG      | 58                           | NM_001013611.2 |
| CLDN1 R     | CAGGTCAAACAGAGGTACAGG   |                              |                |
| CLDN5 F     | CATCACTTCTCCTTCGTCAGC   | 59                           | NM_204201.1    |
| CLDN5 R     | GCACAAAGATCTCCCAGGTC    |                              |                |
| β-actin F   | GAGAAATTGTGCGTGACATCA   | 58                           | NM_205518.1    |
| β-actin R   | CCTGAACCTCTCATTGCCA     |                              |                |

CCL19: chemokine ligand 19; CCR7: chemokine receptor 7; JCHAIN: joining chain of multimeric IgA and IgM; SAT1: spermidine-spermine acetyltransferase 1; ENPP7: alkaline sphingomyelinase; CLDN1: claudin-1; CLDN5: claudin

# Supplementary material for: Supplemental magnolol or honokiol attenuates adverse effects in broilers infected with Salmonella pullorum by modulating mucosal gene expression and the gut microbiota
**Source:** J Anim Sci Biotechnol. 2021 Aug 9;12:87. doi: 10.1186/s40104-021-00611-0
**Supplement:** Supplementary file 3 — Additional file 3. The top 100 differentially expressed gene.

## Supplementary Material

Additional file 3. The top 100 differentially expressed gene

How the deposited data were processed for this re-analysis (not part of the article)

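Ileum RNA of 24 broilers aged 14 d was analysed, 6 birds in each of the CTL, SP, SPH and SPM groups. The authors sequenced the libraries, counted fragments per gene and deposited FPKM values with gene length, chromosome, start and end for 25339 genes, of which 11484 carry no symbol. The methods name DESeq2 as the authors' test, at an adjusted p, and Additional file 3 lists FPKM. The authors' aligner, counting program, annotation release and genome build are not given in the sources used here. The gene lengths are the authors' values, taken as deposited. The authors' FPKM values were not scaled again for the tests. Each FPKM times gene length was checked to be a whole multiple of 1 step per bird. The largest deviation was 7.25e-05 reads, and the tolerance was 0.001. The implied totals on the authors' scale ran from 0.900 to 1.08 of the nominal depth, as the scaling follows median-of-ratios factors and not total reads.
Genes with a mean FPKM of at least 0.1 over the 24 birds were tested (17288 genes). limma 3.58.1 in R 4.3.3 was fitted to log2(FPKM + 0.1) with 1 mean per group and an intensity trend in the variance, and 6 contrasts were drawn from it. p values were adjusted by Benjamini-Hochberg within each contrast. A gene was called at an adjusted p under 0.05 and a log2 fold change above 0.5 or below -0.5, the limits of the methods. Single genes at a claim were compared with two-sided exact permutation tests over all regroupings of the birds, whose smallest p is 0.00216 for 6 birds against 6. The genes named were fixed by a rule with these parts: every gene that the paper's text names for the RNA-seq or RT-qPCR results, for each contrast the 5 called genes with the smallest adjusted p in each direction (limma called 0), the genes printed in Fig. 6 as values only (not all of them are reported here), and the genes of Additional file 3 as counts or ranges. The values of Additional file 3 and the colours of Fig. 6 had been seen when the rule was written. Other genes are named as the most abundant members of a list, and so by values seen, or with a statement that they were chosen after their values were seen. Where a symbol had more than 1 entry (99 symbols did), single genes were taken by their identifier and a second entry was reported as such, while gene lists hold each entry of a symbol.
Gene lists were tested with limma's camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation, and the p values were adjusted over the 174 tests of 29 lists. Of the lists, 21 were written from general knowledge or gene families. These were T cell, B cell and plasma cell, macrophage and dendritic cell, enterocyte, goblet cell, smooth muscle, red blood cell, proliferation, interferon response, IgA network, chemokines, chemokine receptors, interleukins and their receptors, the TNF and TNF receptor superfamily, claudins, collagens, laminins, integrins, cytosolic ribosomal proteins, the mitochondrial genome and nuclear oxidative phosphorylation. The other 8 hold the genes that the paper names. A list's score in a bird is the mean of its genes' log2 values, each centred over the 24 birds. Lists of KEGG pathways were not used here.
Correlations between contrasts that share the SP birds were set against 1000 simulations of groups without a difference. Shared gene lists were set against 100 simulations, and gene counts against 100 splits of the 12 birds compared. Correlations of scores across birds used 100000 permutations of scores centred within groups. Birds were divided by the summed FPKM of the 149 genes of the W chromosome, at a limit of 100. The fit was tested on simulated data of 17140 genes with the genes' own means and spreads. Genes were simulated independently, and genes with few reads were left out of the changed ones. With 200 genes changed in the SP birds, 84% of the 2-fold changes were called in SP vs CTL, 87% in SPH vs SP and 89% in SPM vs SP, and 95%, 95% and 96% of the 4-fold changes, with 4, 11 and 7 unchanged genes called. In the other 3 contrasts, in which no gene was changed, limma called 0 genes, and 375, 336 and 368 were past the limits at an unadjusted p. Of 20 lists without a change, 1 had a camera p under 0.05. These lists held random genes simulated independently, so they cannot show how camera does on lists of genes that vary together.
Reads per bird were 14393822 to 19435410, with a median of 16234879. Within groups, log2 values of pairs of birds had correlations of 0.943 to 0.968 over 60 pairs. Main settings and the alternatives that follow were fixed before the data were examined. They were pseudocounts of 1 and 0.01, a mean FPKM of at least 1, no filter, only the 2 groups compared, the replicate number as a block, median-of-ratios scaling, quantile normalization, array weights, removal of a trend on gene length, an unadjusted p, no fold-change limit, fry, an estimated correlation, and Spearman's rank correlation. Alternatives added later were limma-voom on the recovered reads, W transcripts as a term, only birds with W transcripts, and leaving out the genes of the W and Z chromosomes. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used for the other steps. The RT-qPCR, growth, histology and microbiota data were not analysed here.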

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

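The tests of this part were chosen after the result was seen, those with W transcripts as a term included, apart from quantile normalization, fry and the estimated correlation. Chance flags about 1 in 20 groups, and of 236 groups of 6 birds examined (136 of genes, 84 of list scores and 16 of library measures), 14 held a bird far from the other 5 by Dixon's limit of 0.625. These were 5 groups of genes, 7 of scores and 2 of library measures. SPH_3 was the bird in 4 of the 14, CTL_2, SPH_6 and SP_2 in 2 each.
SPH_3 lay far above the other SPH birds in the T cell score (0.33 against -0.34 to -0.16), the B cell and plasma cell score (0.73 against -0.98 to -0.44), the IgA network score (0.39 against -0.49 to -0.25) and in IL21R (FPKM 7.27 against 2.91 to 3.84). A shallow library with noisy values is argued against by its 16007406 reads, inside the range of the group, and by 3 lists that moved together. A label from another group cannot be told apart from a bird with more lymphoid tissue in the sample, since 2 other groups, CTL and SP, hold all 3 of its scores. Its smooth muscle score of -0.21 lay below the CTL range of -0.13 to 0.37, but also below the other SPH birds (-0.06 to 0.21). Its interferon response score of -0.77 lay below the SP range of -0.25 to 0.59, but also below all other birds. Neither score can therefore decide on a label. In IL17D all 6 SPH birds, SPH_3 included, had a higher FPKM (at least 8.19) than the SP birds (at most 7.78), which goes against an SP label on 1 gene. Its W genes had a summed FPKM of 2.24, against at least 528 in the CTL birds. The W genes cannot decide on a label, since SP, SPH and SPM each hold birds with and without W transcripts. In CTL_2, the IgA network score (0.80 against -0.18 to 0.08) and the score of the TNF and TNF receptor superfamily (0.65 against -0.24 to 0.08) stood apart. Across the 24 birds, with group means removed, the T cell and B cell scores had a correlation of 0.87 (Spearman's rho 0.814, permutation p 1e-05, the smallest that the permutations can give, 4e-05 after adjustment over 4 correlations). Without CTL_2 and SPH_3 it was 0.777. This is consistent with birds that differ in how much lymphoid tissue the sample holds, a candidate explanation found on the same data. The lists share 2 to 15 genes with other lists, and JCHAIN (mean FPKM 158) is the most abundant gene of the B cell list. Differences between birds in the course of infection stay open, as untested.
CCL19 in SP_2 had an FPKM of 43.9, against 72.8 to 89.7 in the other SP birds, and TNFRSF4 in SP_2 1.31, against 2.47 to 2.78. CLDN5 in SPH_6 had 17.4, against 11.8 to 13.3, and CSF1R in SPH_6 22.6, against 16.3 to 18.4. The macrophage and dendritic cell score of SPM_2 was 0.040 against -0.10 to -0.052, and the red blood cell score of SPM_4 was -0.45 against 0.22 to 0.61. No explanation, technical or biological, was tested for these birds. SPM_1 had 19435410 reads, against 15241268 to 16704250 in the other SPM birds, and SP_5 had reads on 18882 genes, against 18132 to 18375. Neither of these 2 birds stood apart in a gene or score. No biological explanation was tested for the library measures.
The T cell list, which the paper does not report, was higher in SP than in CTL birds, with a median log2 fold change of 0.49 over 10 genes, all higher. The score lay above the CTL median in 6 of 6 SP birds (two-sided exact permutation p = 0.0498, 0.218 after adjustment over 174 tests). The adjusted p of the list was 3.4e-08 with camera, 0.101 with fry and 0.182 with an estimated correlation. Its most abundant genes were CD3D and CD3E (mean FPKM 104 and 95.3), all 10 had a mean FPKM of at least 1, 1 is named by the paper and 2 are in another list. The number of birds without W transcripts as the whole cause is argued against by the median of 0.47 with W transcripts as a term. The same holds for SPM vs SP, where the median was -0.60 and -0.59 with the term. A lower share of the muscle wall in the SP samples would raise epithelial markers as well as T cell markers. The T cell score minus the enterocyte score was 0.54 ± 0.66 (SD, n = 6) in SP and -0.06 ± 0.57 in CTL, a difference of 0.60 (exact permutation p = 0.139), so a lower share of muscle wall cannot be told apart from more T cells with these birds. The enterocyte score itself was lower in SP by 0.11 (exact permutation p = 0.619), and by 0.50 among the birds with W transcripts (exact permutation p = 0.0476, 3 birds against 6), which goes against a lower share of muscle wall, while the goblet cell score was higher by 0.30 (exact permutation p = 0.0606), which goes with it. The infection and the separate rearing of the CTL birds stay open, as untested.
The list of nuclear oxidative phosphorylation, outside the genes that the paper discusses, was higher in SPM than in CTL birds, with a median log2 fold change of 0.087 over 70 genes, 63 of them higher. The score had an exact permutation p of 0.00216, the smallest that 6 birds against 6 allow, and 0.100 after adjustment. With camera the adjusted p was 1.1e-06, with fry 0.412 and with an estimated correlation 0.432. The median was 0.041 under quantile normalization and 0.044 with W transcripts as a term, so part of it may come from the scaling or from the birds without W transcripts. COX6C and COX7B were its most abundant genes (mean FPKM 621 and 525), and 0 of the 70 are named by the paper. The list was also higher than in CTL in SPH, by a median of 0.12, and in SP, by 0.060 (exact permutation p of the score 0.180 and 0.219). In birds with W transcripts alone the score was higher than in CTL by 0.092 in SPM (exact permutation p = 0.00952, 4 birds against 6) and lower by 0.039 in SPH (exact permutation p = 0.286, 3 against 6). The infection, magnolol and the separate rearing of the CTL birds stay open, as untested.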

How the results depend on the processing

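The alternatives with limma-voom, with W transcripts as a term, with only the birds with W transcripts and without the genes of the W and Z chromosomes were tests chosen after the results were seen. The cause of a change was not tested except where stated.
At the adjusted p, limma called 0 genes in all 6 contrasts, and the alternatives gave 0 too apart from these. With an unadjusted p the counts were 446 in SP vs CTL, 699 in SPH vs SP, 993 in SPM vs SP, 323 in SPM vs SPH, 320 in SPH vs CTL and 344 in SPM vs CTL. In SPM vs SP, 1 gene was called with the replicate block, 1 with quantile normalization and 1 with array weights, the same gene each time, ENSGALG00000034218, named after its values were seen. Its log2 fold change was -0.55, and its adjusted p ran from 0.00528 to 0.204 over the alternatives. Among only the birds with W transcripts, 121 genes were called in SPM vs SP. In SPM vs CTL, 1 gene was called with only the 2 groups, GGA-MIR-16-2, also named afterwards. It is listed at 0 in all SPM birds, and its adjusted p ran from 6.6e-06 to 0.998. limma-voom called 0 genes in each contrast. Without the fold-change limit 0 genes were called in each.
At the unadjusted p, 70 of 84 counts stayed within 1.5 times. Median-of-ratios scaling repeats the authors' own scaling, so its 6 counts could not move. Nor could its 59 fold changes, 126 list values and 13 exact tests among those counted as kept below. With a pseudocount of 1 the counts of genes were 182, 360, 547, 133, 139 and 144 in the order above. With a mean FPKM of at least 1, and so 13454 genes tested, they were 222 in SP vs CTL, 434 in SPH vs SP, 160 in SPM vs SPH, 160 in SPH vs CTL and 174 in SPM vs CTL, and 221 of the 222 were among the 446. With only the birds with W transcripts, and so fewer birds, they were 811 in SP vs CTL, 1479 in SPH vs SP and 1831 in SPM vs SP, of which 214, 427 and 707 were also past the limits with all birds.
Of the fold changes of named genes under the alternatives, 771 kept their direction and their side of an unadjusted limma p of 0.05, without the fold-change limit. Of the others, 32 fell short, 14 passed and 1 reversed its sign. The last was CLDN1 in SPH vs SP, with almost no change (-0.016) among the birds with W transcripts. All 49 RNA-seq statements kept their direction wherever the gene was tested (44 with a mean FPKM of at least 1, 47 without the W and Z chromosomes), and 28 to 42 of them passed the unadjusted limits. Exact tests of single genes kept their side in 66 cases. CCR7 in SP vs CTL had 1.10 (exact permutation p = 0.0952) among the birds with W transcripts, 3 against 6, and SAT1 in SPM vs SP had 0.54 under quantile normalization (exact permutation p = 0.0563).
Camera called 81 of 174 list tests, fry 13 and camera with an estimated correlation 0 (smallest adjusted p 0.154). Over all alternatives 1816 values of the 21 lists not from the paper kept their side of an adjusted p of 0.05, and the direction where called, 141 fell short, 53 passed and 6 reversed the direction of the test. The median changed sign in 40 of them, 35 of which were called in neither setting. Reversed were nuclear oxidative phosphorylation among the birds with W transcripts, with -0.11 in SPH vs SP, 0.12 in SPM vs SPH and -0.039 in SPH vs CTL, and the ribosomal proteins, with -0.072 in SPH vs CTL and -0.063 in SPM vs CTL under quantile normalization and -0.083 in SPH vs CTL among the birds with W transcripts. Correlations of SP vs CTL with SPH vs SP ran from -0.57 to -0.51 and with SPM vs SP from -0.64 to -0.57. The correlation of gene length with the log2 fold change lay between -0.11 and 0.06 in every setting, and all 42 values were near the main one.
Birds with the same replicate number in different groups were no more alike (mean correlation -0.0306 over 36 pairs, -0.201 to 0.238) than birds with different numbers (0.00614 over 180 pairs), so the numbers do not pair the birds. With the number as a block, 4 fold changes of named genes fell short of an unadjusted limma p of 0.05 and 0 reversed. Tests with edgeR and DESeq2 on recovered reads, listed among the alternatives at first, were not run. Depth limits the genes with few reads, such as IL17A (0 to 66 per bird) and TNFRSF13C (0 to 143).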

Differences from the paper's values

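limma-voom and the settings that use W transcripts were tests chosen after the values were seen, and the others were set before the data were examined. The paper's numbers of DEGs were compared with counts at an adjusted p, the limit of the methods, which were 0 in each contrast with limma and with limma-voom. The axis of Fig. 5A is labelled P-value, so whether the paper's numbers rest on an adjusted p is open. For SP vs CTL the paper's 504 DEGs stand against 0. Among the alternatives set before the data were examined, the unadjusted p gives 446, which no longer differs, and the others differ still. The paper's 273 genes higher in SP stand against 0, and 178 at the unadjusted p also differs, as do the other alternatives. The paper's 231 genes lower in SP stand against 0, and 268 at the unadjusted p does not differ, while the others do. Fig. 5A is titled CTL vs SP, and with the first-named group over the second, as in Additional file 3, the paper's 273 and 231 would stand against 268 and 178 at the unadjusted p, both within 1.5 times. For SPH vs SP the paper's 831 stand against 0, with 699 at the unadjusted p, the alternative that does not differ. For SPM vs SP the paper's 1171 stand against 0, with 993 at the unadjusted p, which does not differ, and 1 with the replicate block, quantile normalization or array weights, which does, as do the rest. Where an unadjusted p was joined with another choice, quantile normalization gave 239 genes higher and 212 lower in SP, and no filter 216 and 318, both within 1.5 times the paper's. limma-voom, chosen after seeing the values, gave 556, 767 and 1052 genes at the unadjusted p in the 3 contrasts, 232 higher and 324 lower in SP in the first. Of the paper's 49 statements on single genes 42 passed these limits with limma-voom and 40 with limma.
In Fig. 5A, read by eye, the paper shows about 540 genes higher in SP and about 290 higher in SPH, about 660 higher in SP and about 510 higher in SPM, and about 180 higher in SPH and about 190 higher in SPM, each against 0 with limma. At the unadjusted p these were 440 and 259, 554 and 439, and 160 and 163, which do not differ, while the other alternatives set before the data were examined do.
In Additional file 3 the log2 fold changes are log2 ratios of group means, first-named group over second, while those here are differences of mean log2 values. For JCHAIN, CTL over SP, the paper's value is -0.30, against 0.057 here, and 0.050 to 0.10 under the alternatives set before the data were examined, which all differ. For JCHAIN, SPM over SPH, the paper's -0.40 stands against 0.010, and of the alternatives only array weights, with -0.20, do not differ. For ENPP7, SP over SPH, the paper's 0.04 stands against -0.044, and all alternatives differ. On the paper's scale, the log2 ratio of group means lay within 0.05 of the paper's value for all 100 genes listed there, these included. All 49 of the paper's RNA-seq statements on single genes had the stated direction.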

Other observations

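The tests of this part were chosen after the results were seen, those with W transcripts included, apart from quantile normalization, removal of the length trend, fry, the estimated correlation and the test without SPM_6. For the counts of genes, 100 splits of the 12 birds compared into 6 and 6 were fitted, the real one included, with only those birds. At the adjusted p the real split gave 0 genes in SP vs CTL, SPH vs SP, SPM vs SP and SPM vs SPH, and limma-voom 0 as well. A count of 0 is reached by all 100 splits whatever the data, so this says nothing on chance, and 18, 20, 17 and 19 of the other splits gave genes at the adjusted p. At the unadjusted p it gave 489, 724, 952 and 333, and 18, 10, 3 and 53 of the 100 splits gave as many. In SPM vs SP the 3 are the real split and 2 that gave more, up to 1109. Chance can be excluded for the count in SPM vs SP taken alone, at a limit of 5 in 100, and cannot in the other 3 or over the 4 contrasts together. Among the birds with W transcripts, 1 of 35 splits, the real one, gave 121 or more genes at the adjusted p in SPM vs SP, the lowest share that 35 splits can give, and 8 other splits gave some. This contrast was looked at because it alone of the 6 gave genes at the adjusted p there, so chance cannot be excluded over the 6.
The SP group has more birds without W transcripts than CTL. Of the 446 genes at the unadjusted p in SP vs CTL, the 77 on the Z and W chromosomes had a median size of log2 fold change of 0.71, and of 0.27 with W transcripts as a term, with 7 of them kept. This is consistent with the number of birds without W transcripts as the source of these genes. For the other 369 the median size was 0.78 with and without the term, and 222 were kept, which argues against it as the whole cause there. For CCL19, a Z gene, the log2 difference among the birds with W transcripts was 0.87 (exact permutation p = 0.0238), which argues against it too. The birds' sex, a biological difference, stays open where it acts beyond these genes.
The 13 genes of the mitochondrial genome, MT-CO1 and COX3 the most abundant (mean FPKM 8214 and 5885), were higher in SPM than in SPH and SP. Reads on them were 4.05 ± 0.72% of all reads (SD, n = 6) in SPM, 3.32 ± 0.45% in SPH, 3.10 ± 0.30% in SP and 3.35 ± 0.67% in CTL (exact permutation p of SPM vs SP 0.00649, vs SPH 0.0563, vs CTL 0.110). The authors' scaling, gene length and birds without W transcripts are each argued against as the whole cause by the median log2 fold change of SPM vs SPH, 0.23 under quantile normalization, 0.33 with the length trend removed and 0.36 with W transcripts as a term. Without SPM_6 the difference in score was 0.24 (exact permutation p = 0.0866) in place of 0.34 (exact permutation p = 0.0433), so 1 bird and the group cannot be told apart as its source. Magnolol in place of honokiol stays open, as untested.
The other lists are given as median log2 fold changes in SP vs CTL, SPH vs SP and SPM vs SP. They were 0.47, -0.95 and -1.07 for B cell and plasma cell (12 genes), 0.24, -0.41 and -0.38 for the IgA network, 0.083, -0.18 and -0.17 for macrophage and dendritic cell (11, CTSS the most abundant with a mean FPKM of 220.2), 0.28, -0.45 and -0.12 for interferon response (15, IFI6 325), 0.28, -0.20 and -0.59 for proliferation (13, PCNA 67.8), -0.098, 0.13 and 0.30 for enterocyte (11, APOA1 5146), 0.25, 0.11 and -0.27 for goblet cell (5 of 9 tested, CLCA1 1627), 0.014, 0.13 and 0.40 for red blood cell (5 of 10 tested, HBA1 243), 0.096, -0.10 and -0.072 for ribosomal proteins (70, RPLP1 1474), -0.087, 0.10 and 0.40 for the mitochondrial genome. In SPH vs SP and SPM vs SP smooth muscle had 0.22 and 0.28, collagens 0.16 and 0.35 and laminins 0.13 and 0.23. In SP vs CTL claudins had -0.13, chemokines 0.16, chemokine receptors 0.30, interleukins and their receptors 0.11 and the TNF and TNF receptor superfamily 0.20. The paper's own lists, in which both CCL19 entries count (so 4 entries for 3 symbols raised by SP, 7 for 6 lowered by magnolol and 8 for 7 of RT-qPCR), had 0.88 for genes raised and -0.63 for genes lowered by SP, -0.71 and -0.91 for those lowered by both additives in SPH and SPM, -0.57 and 0.77 for those lowered and raised by honokiol in SPH, -0.83 and 0.51 for those lowered and raised by magnolol in SPM, and -0.070, -0.26 and -0.25 for the RT-qPCR genes in SP vs CTL, SPH vs SP and SPM vs SP. Of the 21 lists not from the paper, camera called 60 of 126 tests, 28 up and 32 down. Of these, 4 held under fry (chemokine receptors in SPH vs SP and SPM vs SP, the IgA network in SPH vs SP and proliferation in SPM vs SP, adjusted p 0.0327) and 0 under an estimated correlation. In 6 of the 174 tests the median and camera's direction differed in sign, among them integrins in SPM vs SP and the RT-qPCR genes in SP vs CTL. Smooth muscle and enterocyte scores had a correlation of -0.47 across the 24 birds within groups (permutation p 0.0210, adjusted 0.0420, rho -0.50), and of -0.35 without SPM_4 and SPM_6. T cell scores had correlations of -0.34 with smooth muscle (permutation p 0.101) and -0.10 with enterocyte (0.655).
Genes printed in Fig. 6 and not named in the paper's text had these log2 fold changes from SP, in SPH and in SPM. They were -0.70 and -0.51 for CD8A, -0.73 and -0.77 for CD8B, -0.77 and -0.74 for CD28, -0.51 and -0.84 for CTLA4, -0.48 and -0.48 for CD226, -0.62 and -0.61 for PTPRC, -1.07 and -0.99 for ITGA4, -1.53 and -1.75 for ITGB7, -0.31 and -0.50 for PIGR, -1.01 and -1.42 for TNFRSF13B, -0.39 and -0.92 for CCL4 and 0.56 and 0.22 for NLGN3. With limma the adjusted p of these ranged from 0.163 (PTPRC in SPM) to 0.873 (CCL4 in SPH). The second CCL4 entry, ENSGALG00000032717, had 0.13 and -0.37 (adjusted p 0.928 and 0.488), and which entry Fig. 6 shows is not given in the sources used here.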
